# Prox1-positive cells monitor and sustain the murine intestinal epithelial cholinergic niche

**DOI:** 10.1038/s41467-019-13850-7

**Published:** 2020-01-08

**Authors:** Moritz Middelhoff, Henrik Nienhüser, Giovanni Valenti, H. Carlo Maurer, Yoku Hayakawa, Ryota Takahashi, Woosook Kim, Zhengyu Jiang, Ermanno Malagola, Krystle Cuti, Yagnesh Tailor, Leah B. Zamechek, Bernhard W. Renz, Michael Quante, Kelley S. Yan, Timothy C. Wang

**Keywords:** Extracellular signalling molecules, Neural circuits, Intestinal stem cells, Stem-cell differentiation, Stem-cell niche

## Abstract

The enteric neurotransmitter acetylcholine governs important intestinal epithelial secretory and immune functions through its actions on epithelial muscarinic Gq-coupled receptors such as M3R. Its role in the regulation of intestinal stem cell function and differentiation, however, has not been clarified. Here, we find that nonselective muscarinic receptor antagonism in mice as well as epithelial-specific ablation of M3R induces a selective expansion of DCLK1-positive tuft cells, suggesting a model of feedback inhibition. Cholinergic blockade reduces Lgr5-positive intestinal stem cell tracing and cell number. In contrast, Prox1-positive endocrine cells appear as primary sensors of cholinergic blockade inducing the expansion of tuft cells, which adopt an enteroendocrine phenotype and contribute to increased mucosal levels of acetylcholine. This compensatory mechanism is lost with acute irradiation injury, resulting in a paucity of tuft cells and acetylcholine production. Thus, enteroendocrine tuft cells appear essential to maintain epithelial homeostasis following modifications of the cholinergic intestinal niche.

## Abstract (web summary)

Acetylcholine regulates intestinal epithelial secretion via muscarinic Gq-coupled receptors but its role in cell differentiation is unclear. Here, the authors show that Prox1-positive endocrine cells are sensors for the cholinergic intestinal niche and can trigger increased differentiation of enteroendocrine DCLK1-positive tuft cells.

## Introduction

The activity of intestinal crypt stem cells (ISC) is governed by complex signals from the surrounding niche^1^. The enteric nervous system is considered part of this niche^2^, and acetylcholine (Ach), as the most predominant enteric neurotransmitter^3^, exerts its functions by acting on nicotinic or muscarinic receptors on target cells^4^. Enteric neurons modulate epithelial proliferation^5^ via muscarinic receptors^6,7^ and muscarinic signaling has been shown to act on intracellular pathways, such as Wnt^8^ or *trans*-activate EGFR^9^. However, the influence of cholinergic signaling on ISC activity and differentiation remains to be clarified.

In the intestinal epithelium, the expression of the rate-limiting enzyme for the production of Ach, Choline acetyltransferase (ChAT), is unique to tuft cells^10^. Intestinal tuft cells comprise a heterogeneous cell lineage^11^ and have been divided into an immune and neuronal phenotype^12,13^. While important immune modulatory functions have recently emerged^14–17^, the functional relevance of the proposed neuronal tuft phenotype remains elusive. In addition, tuft cells have been proposed to be an important epithelial component of the ISC niche, as the loss of tuft cells appears to impair intestinal regeneration following injury^18^. The cellular origin of tuft cells has been attributed to Lgr5-positive ISC in the crypt base^19^, and the development of the secretory, immune phenotype appears to depend on the expression of *Sox4*^20^. However, previous work by Bjerknes and Cheng argued for the existence of tuft cell progenitors located just above the crypt base at cell positions +4 to +5^21^.

In line with this observation, Prox1-positive endocrine cells with progenitor features located above the crypt base appeared to be closely related to the tuft cell lineage, supporting a common origin of endocrine and tuft cells^22^. Here, we show that disruption of muscarinic cholinergic signaling reduces Lgr5-positive stem cell tracing and number. Concomitantly, Prox1-positive cells appear as the primary sensors of cholinergic interruption, as they orchestrate the expansion and differentiation of progenitors into an enteroendocrine tuft cell phenotype. These enteroendocrine tuft cells upregulate important signaling pathways to sustain epithelial homeostasis, which is in part orchestrated by an increase of mucosal Ach release, suggestive of a compensatory response circuit to maintain epithelial cholinergic input.

## Results

### Muscarinic receptor blockade induces tuft cell expansion

Muscarinic receptors (M1R—M5R) signal via G_αq/11_ or G_i/o_ and govern mucosal ion transport^23^, epithelial proliferation^7^, and barrier function^24^ or immune host defense mechanisms^8^. Taking into consideration the reported turnover times for intestinal Paneth and endocrine cell types^25,26^, long-term treatment of WT mice with the nonselective muscarinic receptor antagonist scopolamine^7^ was employed to investigate the role of muscarinic signaling on the intestinal epithelial cell differentiation. At baseline, scopolamine treatment did not affect intestinal crypt-villus architecture in regards to villus height or crypt depth (Supplementary Fig. 1A). When looking at differentiated cell types, we observed an unexpected, robust, and selective expansion of DCLK1-positive tuft cells (>6.5-fold) (Fig. 1a, b). In addition to DCLK1 immunostaining, tuft cells were identified morphologically^27^. In contrast, no significant changes in cell numbers were observed for goblet (Alcian blue), Paneth (Lysozyme 1), and enterochromaffin (ChgA) cell numbers (Supplementary Fig. 1B). Of note, already after 7 days of scopolamine treatment we could observe a moderate expansion of DCLK1-positive tuft cells (Supplementary Fig. 1C).

**Fig. 1:**
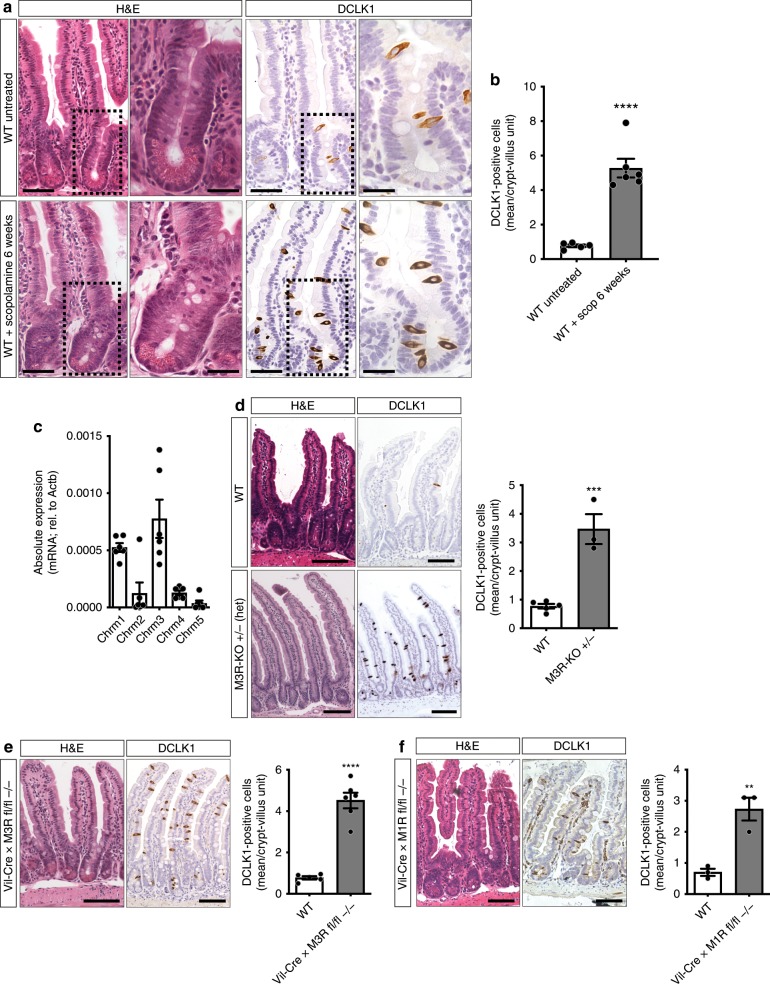
Epithelial sensing of muscarinic receptor blockade results in selective DCLK1-positive tuft cell expansion. **a**, **b** Histologic analysis of WT (untreated) and scopolamine-treated WT (6 weeks) murine jejunal tissues. Scopolamine treatment provoked selective expansion of DCLK1-positive tuft cells (WT untreated (*n* = 5), Mean = 0.77, SEM = 0.080; WT + scopolamine 6 weeks (*n* = 6), Mean = 5.281, SEM = 0.543; unpaired *t* test, two-tailed, *t* = 7.453, df = 9); bar graphs left H&E, DCLK1 = 50 µm, magnifications H&E, DCLK1 right = 25 µm. **c** mRNA analysis of epithelial-enriched jejunal preparations for muscarinic receptors M1R—M5R (*Chrm1*—*Chrm5*) showed predominant expression of M3R and M1R (*n* = 6 WT mice). **d** Analysis of heterozygous M3R-KO mice (whole body-KO) showed significant DCLK1-positive tuft cell expansion (*n* = 5 WT mice, Mean = 0.77, SEM = 0.080; *n* = 3 M3R-KO mice, Mean = 3.467, SEM = 0.524; unpaired *t* test, two-tailed, *t* = 6.790, df = 6); bar graphs = 100 µm. **e** Tuft cell expansion similarly resulted from epithelial ablation of M3R employing Vil-Cre × M3R fl/fl mice (*n* = 5 WT mice, Mean = 0.77, SEM = 0.080; *n* = 6 Vil-Cre × M3R fl/fl −/− mice, Mean = 4.517, SEM = 0.377; unpaired *t* test, two-tailed, *t* = 8.848, df = 9); bar graphs = 100 µm. **f** Epithelial ablation of M1R employing Vil-Cre × M1R fl/fl mice resulted in modest DCLK1-positive tuft cell expansion (*n* = 3 mice each group, WT Mean = 0.7, SEM = 0.115; Vil-Cre × M1R fl/fl −/− Mean = 2.733, SEM = 0.367; unpaired *t* test, two-tailed, *t* = 5.280, df = 4); bar graphs = 100 µm. Source data are provided as a Source Data file. **p < 0.01, ***p < 0.005, ****p < 0.001.

In line with the importance of M3R for intestinal homeostasis^24^, we found that the expression of *Chrm3* (the gene coding for M3R) in intestinal epithelial-enriched WT samples was the highest among cholinergic receptors, followed by *Chrm1* (the gene coding for M1R) (Fig. 1c). Subsequently, we observed a similar selective expansion (4.5-fold) of DCLK1-positive tuft cells in mice heterozygous for the constitutive (whole body) knockout of the M3 receptor compared with WT mice (M3R-KO, Fig. 1d). *Chrm3* expression levels were significantly reduced in these mice (Supplementary Fig. 1D). Homozygous M3R-KO, however, were difficult to breed and demonstrated increased mortality at 6–8 weeks of age. In contrast, whole body homozygous M1R-KO mice bred well, and also demonstrated a pronounced tuft expansion, although to a lesser extent than M3R-KO (Supplementary Fig. 1E).

Next, we tested whether the disruption of cholinergic signaling was primarily sensed by intestinal epithelial cells. Vil-Cre × M3R fl/fl mice were employed to conditionally ablate M3R in intestinal epithelial cells. In these conditional knockout mice, tuft cells indeed expanded similarly to that seen in M3R-KO mice (greater than fivefold; Fig. 1e), and RT-PCR analysis of epithelial-enriched samples from Vil-Cre × M3R fl/fl mice confirmed the complete loss of *Chrm3* (Supplementary Fig. 2A). These results indicate the presence of epithelial sensing of cholinergic signaling disruption in the intestine, and confirmed that the expansion was specific to DCLK1-positive tuft cells, as the numbers of closely related endocrine PYY- and ChgA-positive cell types (Supplementary Fig. 2B, C), along with secretory-, endocrine-, or enterocyte-related mRNA transcripts (Supplementary Fig. 2D), remained unchanged.

In line with the lower levels of *Chrm1* intestinal expression, epithelial ablation of M1R in Vil-Cre × M1R fl/fl mice also led to an expansion of tuft cells, although the change was more modest compared with that observed with epithelial M3R ablation (Fig. 1f). To test whether M3R and M1R are indeed both important in governing epithelial cholinergic transmission, we generated Vil-Cre × M3R fl/fl × M1R fl/fl mice (double-KO), which showed an additive effect (Supplementary Fig. 2E) compared with ablation of M3R alone, resulting in a dramatic greater than ninefold tuft expansion in the double-KO compared with WT tissues. Histologic analysis of Vil-Cre × M3R fl/fl × M1R fl/fl mice, and, to a lesser extent, scopolamine-treated mice, showed enlarged goblet cells while Paneth cells appeared misplaced in the upper crypt, reminiscent of the appearance of intermediate cells following G_αq/11_ perturbations in earlier studies^28^ (Supplementary Figs. 1B and 2E, white arrowheads).

### Prox1-positive cells primarily orchestrate tuft expansion

The M3R is believed to be expressed in intestinal stem cells (ISC) at the crypt base^6^, but the precise sites of M3R expression in the crypt epithelium remain unclear. Thus, to identify the potential cell type(s) responsible for sensing levels of cholinergic signaling, immunostaining for M3R was performed. These studies demonstrated M3R expression in numerous cells at the crypt base, as well as cells in the +4 to +5 cell positions (Fig. 2a). The M3R-positive crypt base cells resembled Lgr5-positive ISC, and co-staining in Lgr5-EGFP-CreERT mice indeed demonstrated good overlap (Fig. 2b). Endocrine cell types with progenitor features have recently been identified in cell positions +4/+5 of the crypt^22^, and we could detect prominent M3R co-staining with Prox1-positive endocrine cells (Fig. 2b). Additional immunostaining also confirmed the presence of M3R in Lysozyme-positive Paneth cells, while we were unable to detect the presence of M3R in DCLK1-positive tuft or ChgA-positive enterochromaffin cells.

**Fig. 2:**
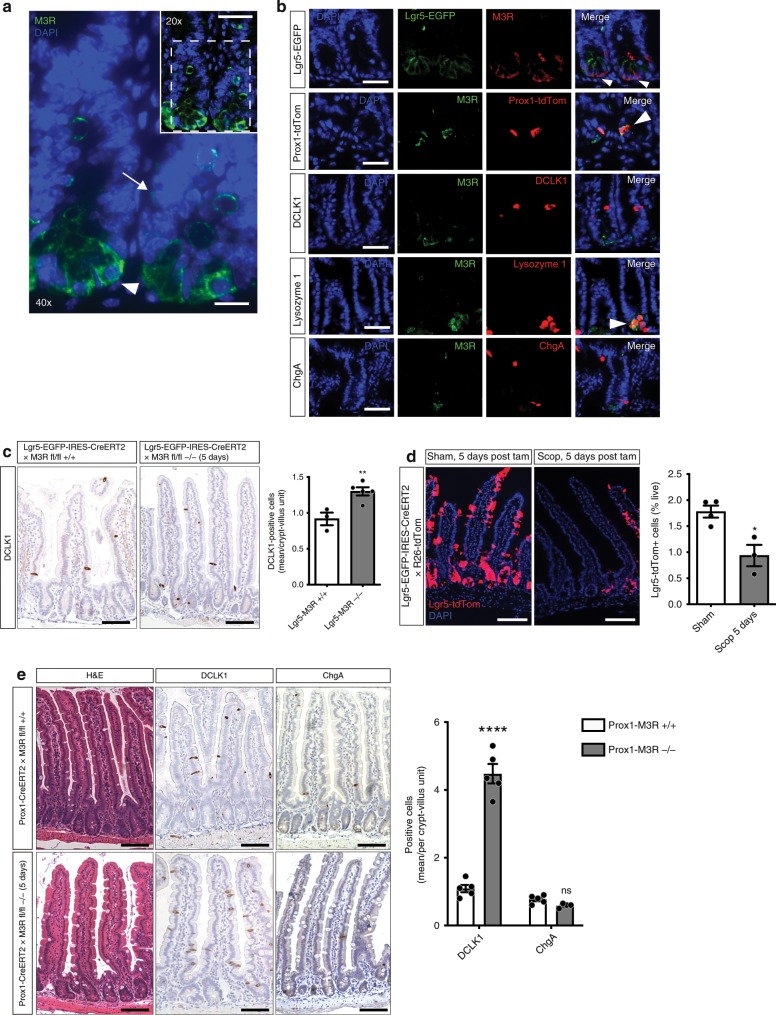
Muscarinic receptor blockade reduces Lgr5-positive ISC tracing and sensing Prox1-positive endocrine cells primarily orchestrate tuft expansion. **a** Immunostainings for M3R showed distribution of the receptor in the crypt base cell compartment (white arrowhead) as well as in cells in positions +4 to +5 of the crypt (white arrow); bar graph top = 50 µm; magnification = 25 µm. **b** Representative pictures of co-stainings of M3R with intestinal tissue from Lgr5-EGFP-IRES-CreERT2 and induced Prox1-CreERT2 × R26-tdTom mice, respectively, and WT tissue stained for DCLK1, Lysozyme 1, or ChgA (the stainings were repeated at least twice per antibody; positive overlap indicated with white arrowheads); bar graphs = 50 µm. **c** DCLK1-positive tuft cell frequency within the Lgr5 lineage following M3R ablation in Lgr5-EGFP-IRES-CreERT2 × M3R fl/fl mice 5 days after induction (*n* = 3 Lgr5-EGFP-IRES-CreERT2 × M3R fl/fl +/+ mice, Mean = 0.917, SEM = 0.088; *n* = 5 Lgr5-EGFP-IRES-CreERT2 × M3R fl/fl −/− mice, Mean = 1.3, SEM = 0.057; unpaired *t* test, two-tailed, *t* = 3.848, df = 6); bar graphs = 100 µm. **d** Lgr5-positive ISC tracing is reduced following nonselective muscarinic receptor antagonism (*n* = 4 mice sham, Mean = 1.78, SEM = 0.1151; *n* = 3 mice scopolamine, Mean = 0.9367, SEM = 0.2050; unpaired *t* test, two-tailed, *t* = 3.851, df = 5); bar graphs = 100 µm. **e** In contrast, ablation of M3R in Prox1-positive endocrine cells resulted in robust DCLK1-positive tuft cell expansions 5 days after induction of Prox1-CreERT2 × M3R fl/fl mice (*n* = 5 Prox1-CreERT2 × M3R fl/fl +/+ and M3R fl/fl −/− mice for DCLK1, *n* = 5 Prox1-CreERT2 × M3R fl/fl +/+ mice, *n* = 4 Prox1-CreERT2 × M3R fl/fl−/− for ChgA; Prox1-CreERT2 × M3R fl/fl +/+ DCLK1 Mean = 1.090, SEM = 0.109; ChgA Mean = 0.77, SEM = 0.054; Prox1-CreERT2 × M3R fl/fl −/− DCLK1 Mean = 4.480, SEM = 0.286, ChgA Mean = 0.588, SEM = 0.031; ordinary two-way ANOVA, DCLK1 *t* = 14.90, df = 15; ChgA *t* = 0.7565, df = 15); bar graphs = 100 µm. Source data are provided as a Source Data file. *p < 0.05, **p < 0.01, ****p < 0.001, ns not significant.

This was confirmed by analysis of recently published single-cell RNA-sequencing data from intestinal epithelial cells^13^, which showed the highest level of *Chrm3* expression in secretory cells (Paneth, goblet cells), followed by the stem and endocrine cell compartments (Supplementary Fig. 3A). In this dataset, the stem compartment was primarily defined by expression of stem cell markers, such as *Lgr5*, *Ascl2*, *Axin2* or *Olfm4*, whereas the endocrine cell compartment was defined by expression of markers, such as *ChgA*, *Tac1*, *Neurog3* or *Prox1*. Only negligible expression of *Chrm3* was detected in tuft cells. Thus, while Ach signaling in Paneth and goblet cells is thought to drive luminal secretion^29,30^, Lgr5-positive ISC and Prox1-positive endocrine cells appear able to respond to alterations in cholinergic signal and thus are potential candidates for the cholinergic sensor cells.

Despite very low *Chrm3* expression in tuft cells, we first analyzed the effects of muscarinic antagonism on traced tuft cells, in induced Dclk1-BAC-CreERT × R26-tdTom mice treated with scopolamine for 6 weeks. This treatment did not result in an expansion of epithelial Dclk1-tdTom-positive tuft cells (Supplementary Fig. 3B), indicating that existing, mature tuft cells do not give rise to new tuft cells in response to reduced cholinergic signaling. Thus, the expanding DCLK1-positive tuft cells must be newly generated, which likely involves sensing by progenitors such as Lgr5-positive ISC^19^, or closely related Prox1-positive endocrine cells^22^.

Indeed, short-term ablation of M3R in the Lgr5 lineage did result in a modest expansion of DCLK1-positive tuft cells (Fig. 2c), suggesting a portion of *Lgr5*-expressing cell types or their early descendants sense M3R ablation to give rise to tuft cells. Simultaneously, however, broad muscarinic receptor blockade employing scopolamine treatment significantly reduced Lgr5-positive cell lineage tracing (Fig. 2d and Supplementary Fig. 3C, D). Furthermore, the Lgr5-EGFP-positive cell pool declined following scopolamine treatment of Lgr5-EGFP-DTR mice for 7 days (Supplementary Fig. 3E), indicating that disruption of cholinergic signaling reduces both the number and activity of Lgr5-positive ISC.

In contrast to these findings regarding Lgr5, analysis of intestinal tissues from short-term tamoxifen-induced Prox1-CreERT2 × M3R fl/fl mice showed a robust tuft expansion (greater than fourfold; Fig. 2e). This increase was notable, given that the tuft expansion observed appeared similar in degree to the increase seen with constitutive ablation of M3R in Vil-Cre × M3R fl/fl mice (Fig. 1e). In addition, this phenotype persisted for up to 6 weeks following induction (Supplementary Fig. 3F), in line with the previously suggested longevity of intestinal Prox1-positive cells^22^. In line with Vil-Cre × M3R fl/fl tissues, ChgA-positive endocrine cells did not change following M3R ablation in Prox1-positive cells (Fig. 2e). Prox1-positive cells were distinct from Lgr5-positive ISCs, with no observable overlap in induced Prox1-CreERT2 × R26-tdTom × Lgr5-EGFP-DTR mice (Supplementary Fig. 3G). Unexpectedly, Prox1-positive cell tracing did not change significantly following ablation of M3R in the Prox1 lineage or muscarinic antagonism, with an absence of Prox1 tracing of expanding tuft cells (Supplementary Fig. 3H, I).

### Expanding tuft cells adopt enteroendocrine differentiation

Tuft cells have been classified into an immune/inflammatory and neuronal phenotype^12,13^, and immune tuft cell expansion has been demonstrated to be essential in orchestrating intestinal helminth clearance by inducing a type 2 immune response^14,15^. Whole body M3R-KO mice show a significantly abolished type 2 immune response to intestinal helminths^24^, suggesting that cholinergic modulations may indeed induce a functionally distinct tuft phenotype. Thus, to test whether muscarinic receptor blockade induces a functionally distinct tuft cell phenotype, recently generated BAC transgenic Dclk1-DTR-ZSgreen mice^31^ (see “Methods” section for details) were treated with scopolamine for 7 days and sorted ZSgreen-positive tuft cells subjected to bulk RNA-sequencing analysis (Supplementary Fig. 4A).

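Tuft cells are rare chemosensory cells of the gut epithelium, and the ZSgreen reporter marks cells that express Dclk1. Cells were sorted from 4 mice given scopolamine, a muscarinic receptor antagonist, by osmotic pump at 0.5 mg per kg per day, and from 4 sham mice given sodium chloride, each for 7 days. The replicates are numbered 1 to 4 for scopolamine and 5 to 8 for sham, and each is 1 mouse. From 3000 sorted cells (replicates 1 and 5) or 4000 (the others), RNA was amplified to cDNA. The paper's Source Data file lists an input of 1000 pg and 10 amplification cycles for 6 libraries, and 200 pg and 15 cycles for sham replicates 5 and 7. The authors assigned reads to the transcriptome of GRCm38 by pseudoalignment with kallisto and deposited estimated counts per gene, without normalization, as whole numbers. The total estimated count was 20327680, 20244608, 14343362 and 20857433 for scopolamine replicates 1 to 4, with a median of 20286144, and 25769940, 40426059, 41428916 and 35391538 for sham replicates 5 to 8, with a median of 37908798.5. Every sham library was deeper than every scopolamine library (exact permutation test of the means, two-sided, p = 0.0286, the smallest that 4 against 4 allow), so depth and treatment cannot be told apart by group. The paper states a depth of 40 M reads, and the values given here use the totals of the deposited counts. The number of genes with a count was 16412 ± 559 (SD, n = 4) with scopolamine and 16530 ± 589.8 (SD, n = 4) in sham. Counts were tested with edgeR's quasi-likelihood test after TMM normalization, over the 12849 genes past its expression filter, and p-values were adjusted by the Benjamini-Hochberg method. That filter keeps a gene only if it is expressed in at least 4 libraries, which removes genes present in some mice of 1 group. For those genes the fold change comes from the same test on the 21805 genes with any count, a choice made after the counts were seen. Levels are in CPM, counts scaled to library size with TMM factors. Standard errors of log2 fold changes were derived from the test, as the absolute log2 fold change over the square root of its F statistic. Both low-input libraries are sham, so RNA input is not balanced between the groups. It was examined by leaving those libraries out, with amplification cycles as a covariate, and by comparing the sham libraries by input. Only those libraries had 15 cycles, so the fit with that covariate again compares scopolamine with the sham libraries made from 1000 pg.

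**Figure D1:**
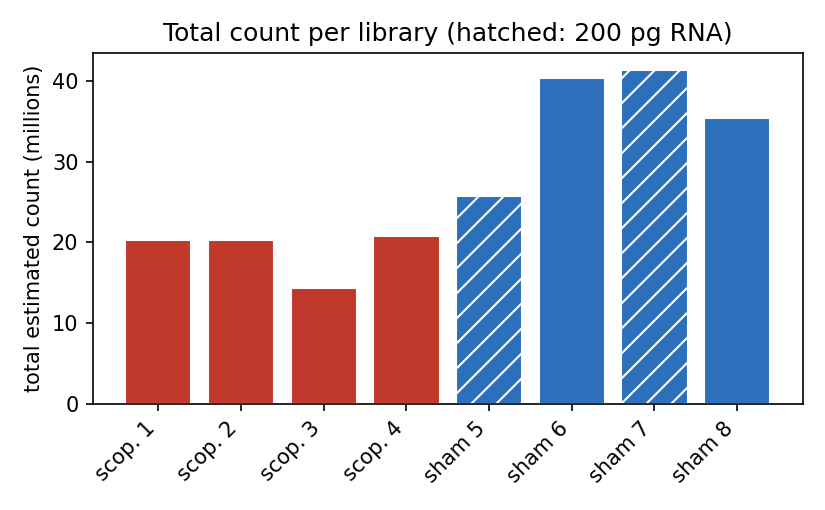
Total estimated count of each library (vertical axis), with scopolamine in red, sham in blue and the libraries made from 200 pg of RNA hatched. The scopolamine libraries lie between 14343362 and 20857433 and the sham libraries between 25769940 and 41428916.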

ZSgreen-positive tuft cells from sham- and scopolamine-treated mice were strongly enriched for tuft cell markers, such as *Trpm5*, *Pou2f3* or *Dclk1* (Supplementary Fig. 4B). 

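Dclk1 (chromosome 3 from 55242364 to 55539068 of GRCm38) was measured at 4359 ± 1009 CPM (SD, n = 4) with scopolamine and 4871 ± 687 CPM (SD, n = 4) in sham, a log2 fold change of -0.16 (standard error 0.18, Benjamini-Hochberg adjusted p = 0.912 in edgeR). Its mean level exceeded that of 99.9% of the genes with a count. Trpm5 (chromosome 7 from 143069153 to 143094642) was measured at 1368 ± 326 CPM (SD, n = 4) with scopolamine and 1358 ± 220.2 CPM (SD, n = 4) in sham, with a log2 fold change of 0.011 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.996 in edgeR), and lay above 99.7% of these genes. Pou2f3 (chromosome 9 from 43123939 to 43210369) was measured at 329.7 ± 99.9 CPM (SD, n = 4) with scopolamine and 421 ± 139 CPM (SD, n = 4) in sham, with a log2 fold change of -0.35 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.873 in edgeR), and lay above 98.4%. None of these differences exceeded the spread between mice. Dclk1 overlaps the protein-coding gene Gm21954 and Trpm5 overlaps Tssc4, each on the opposite strand, and the counting is not stated to use strand. Reads could be shared if their transcripts have sequence in common, which was not examined. Cells negative for ZSgreen were not analysed here, so these values give the level of the markers and not their enrichment over other cells. The direction for Trpm5 was not stable, with log2 fold changes from -0.13 to 0.14 when each mouse was left out in turn.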

While the analysis detected only 165 differentially expressed genes (DEG) between the groups (Supplementary Fig. 4C), principal component analysis showed spatial separation of the samples by scopolamine treatment along PC1 (Fig. 3a), suggesting the induction of a distinct tuft phenotype. Indeed, analysis of the top DEG induced by scopolamine treatment showed an enrichment of genes important in neuroendocrine cell function (*Nkx6–3*, *Qpct*, *Abca2*, *Lmx1a*, *Nr4a1*) as well as synaptic activity (*Arc*, *Prss12*) (Fig. 3b). 

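With edgeR, 0 of 12849 genes had a Benjamini-Hochberg adjusted p under 0.1 between the groups, the smallest being 0.439. At an unadjusted p under 0.05 there were 770 genes, 428 higher and 342 lower with scopolamine. With each replicate left out in turn this number ran from 442 (without scopolamine replicate 2) to 1196 (without sham replicate 5). The excess of higher genes was lost without scopolamine replicate 2 (214 higher, 228 lower) or 4 (276 higher, 285 lower) and kept in the other fits. The alternative that moved the number of genes past the adjusted threshold most was DESeq2, the tool the paper names, with 193 genes, 144 higher and 49 lower. Of the 144 genes DESeq2 found higher, 49 had at most 3 counts in every sham library, and 48 had at most 3 counts in 1 or more of the scopolamine libraries. In the principal component analysis of the 500 most variable genes, after DESeq2's variance stabilizing transform, PC1 held 44.6% of the variance and PC2 19.7%. The mean PC1 score was 9.78 ± 12 (SD, n = 4) with scopolamine and -9.78 ± 10.8 (SD, n = 4) in sham. The mice within each group varied too much for this difference to stand out (exact permutation test, two-sided, p = 0.0857, where the smallest p possible is 0.0286). The groups overlapped, since scopolamine replicate 1 scored -4.8 and sham replicate 5 scored 6.01. Without the 2 sham libraries made from 200 pg the groups did not overlap (exact permutation test, p = 0.133, where the smallest p possible for 4 against 2 is 0.0667). From the position of the samples along PC1, the paper proposes that scopolamine induces a distinct tuft phenotype.

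**Figure D2:**
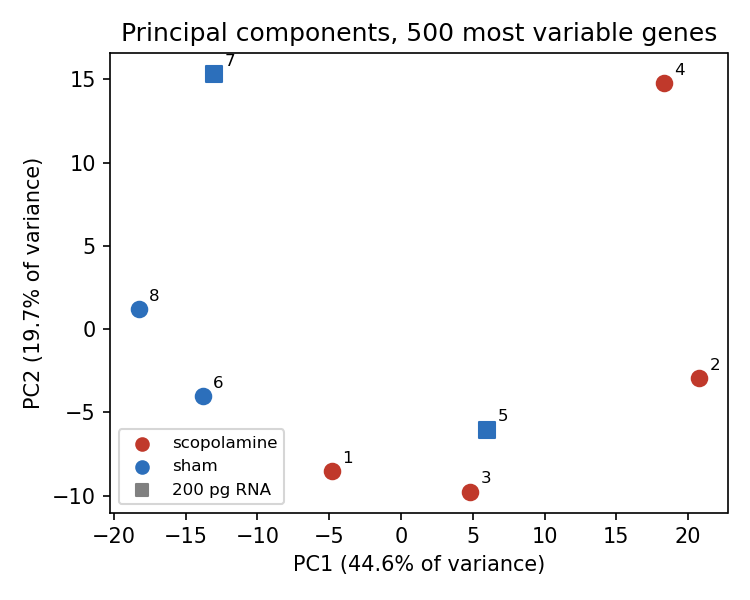
Scores of the 8 libraries on PC1 (horizontal) and PC2 (vertical), numbered by replicate, with scopolamine in red, sham in blue and the libraries made from 200 pg of RNA as squares. Sham replicate 5 lies at 6.01 on PC1, among the scopolamine libraries, which run from -4.8 to 20.8.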

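The counts of Nkx6-3 (chromosome 8 from 23153269 to 23158948 of GRCm38) were 19, 30, 0 and 152 in the scopolamine-treated mice and 0, 0, 0 and 0 in the sham mice. Those of Qpct (chromosome 17 from 79051906 to 79090378) were 1, 64, 27 and 46 in the scopolamine-treated mice and 0, 0, 0 and 0 in the sham mice. Abca2 (chromosome 2 from 25428703 to 25448540) had 60, 125, 92 and 0 in the scopolamine-treated mice and 0, 0, 0 and 2 in the sham mice, and Lmx1a (chromosome 1 from 167689237 to 167848741) had 166, 48, 4 and 117 in the scopolamine-treated mice and 0, 3, 0 and 1 in the sham mice. For Nr4a1 (chromosome 15 from 101254269 to 101274795) the counts were 7, 208, 198 and 10 in the scopolamine-treated mice and 0, 4, 1 and 4 in the sham mice, for Arc (chromosome 15 from 74669083 to 74672570) 0, 222, 92 and 1 in the scopolamine-treated mice and 0, 1, 1 and 0 in the sham mice, and for Prss12 (chromosome 3 from 123446913 to 123506597) 0, 35, 4 and 132 in the scopolamine-treated mice and 0, 1, 0 and 0 in the sham mice. Each gene had at most 4 counts in any sham library, and Nkx6-3, Abca2, Arc and Prss12 were also at 0 in 1 scopolamine-treated mouse. Where all sham libraries were at or under the floor of 3 counts, the mean with scopolamine was at least 27.4-fold higher for Nkx6-3, 20.5-fold for Qpct, 44.1-fold for Abca2, 47.1-fold for Lmx1a, 48.7-fold for Arc and 23.5-fold for Prss12. Some of these bounds rest largely on 1 mouse. Scopolamine replicate 4 had 7.18 CPM of Nkx6-3 and 6.24 of Prss12, against at most 1.40 and 1.64 in the other scopolamine-treated mice. Without replicate 4 the log2 fold changes fell from 9.01 to 7.46 and from 7.48 to 5.84, so these 2 bounds would be lower. Log2 fold changes ran from 6.49 for Nr4a1 (standard error 1.54) to 9.01 for Nkx6-3 (standard error 2.19). Floors cover counting error only, since the amplified reads carry no molecular identifiers. The expression filter removed all 7 genes, and in edgeR's test without the filter each had a Benjamini-Hochberg adjusted p of 0.587. With DESeq2 their Benjamini-Hochberg adjusted p lay between 1.09e-04 (Lmx1a) and 0.0305 (Prss12). In exact permutation tests of log2 CPM (two-sided), p was 0.0286 for Qpct, Lmx1a and Nr4a1, the smallest possible, 0.143 for Nkx6-3, Abca2 and Prss12, and 0.171 for Arc. For Qpct the full separation rests on 1 count in scopolamine replicate 1 against 0 in sham, which is within the floor, and for Lmx1a on 4 counts in scopolamine replicate 3 against at most 3 in sham. Of the 45 genes legible in Fig. 3b, all 25 shown as higher and all 20 shown as lower had that direction in edgeR's test without the filter, with median log2 fold changes of 7.28 and -1.46. DESeq2 gave all 45 an adjusted p under 0.1 and edgeR gave 0. Adjusted over the Fig. 3b genes alone, 23 of the 23 past the filter were under 0.1, which shows no stability because the list was chosen on these data.

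**Figure D3:**
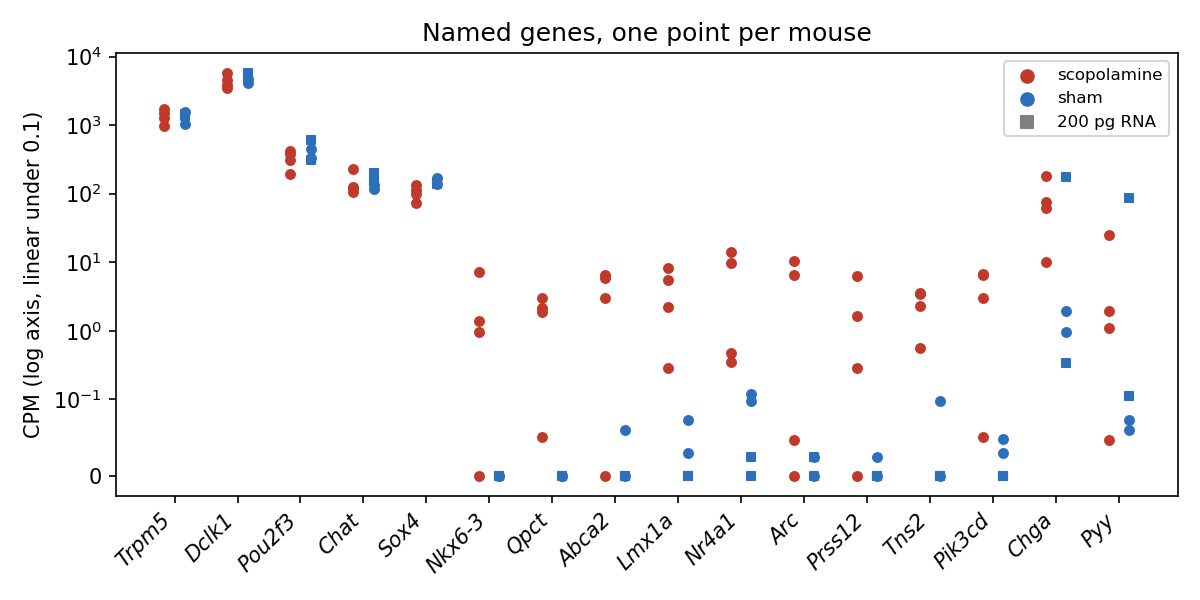
CPM of genes named by the paper (vertical axis, logarithmic and linear under 0.1), one point per mouse, with scopolamine in red, sham in blue and libraries made from 200 pg of RNA as squares. Arc reached 10.4 CPM in 1 scopolamine-treated mouse and 0 in another.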

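The published single-cell signatures of intestinal cell types were not used here in full, so cell identity was examined through marker lists written before the counts were seen and through the leading-edge genes printed in Supplementary Data 1. The sets were tested on log2 CPM with a prior count of 2 added. On that scale, of 37 tuft cell markers past the filter, 34 were lower and 3 higher with scopolamine, with a mean log2 fold change of -0.19 (limma's camera test with an assumed inter-gene correlation of 0.01, Benjamini-Hochberg adjusted over 7 sets, p = 3.67e-04). Of 24 enteroendocrine markers, 22 were higher and 2 lower, with a mean log2 fold change of 2.09 (same test, Benjamini-Hochberg adjusted p = 2.96e-06). The rise was not specific to these markers. Of 35 enterocyte markers, 34 were higher and 1 lower, with a mean of 1.92 (same test, adjusted p = 2.84e-14). Of 23 goblet and Paneth markers, 22 were higher and 1 lower, with a mean of 1.44 (same test, adjusted p = 8.66e-05). On edgeR's log2 fold changes 31 of the tuft markers were lower and 6 higher (mean -0.16), and 20 of the enteroendocrine markers were higher and 4 lower (mean 1.15). The camera p-values depend on the assumed correlation. With the correlation estimated from the data they were 0.465 for tuft, 0.281 for enteroendocrine, 0.281 for enterocyte and 0.319 for goblet and Paneth. Scored as the mean log2 CPM of the markers, the tuft set was at 9.12 ± 0.37 (SD, n = 4) with scopolamine and 9.31 ± 0.10 in sham (exact permutation test, two-sided, p = 0.343). The enteroendocrine set was at 2.70 ± 0.98 and 0.61 ± 1.47 (exact permutation test, p = 0.0857), and by that test neither difference could be told apart from variation between mice. The leading-edge genes were selected from these data, so they are described and not tested for a difference between the groups. They comprised tuft1.haber (22 genes, median log2 fold change -0.46), tuft2.haber (41 genes, median log2 fold change -0.29) and enteroendocrine.haber (21 genes, median log2 fold change 1.80).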

To our surprise, gene set enrichment analysis (GSEA) showed that scopolamine-treated tuft cells did not adopt a neuronal (tuft-1) or immune (tuft-2) phenotype as previously defined by Haber et al.^13^ (Fig. 3c), but instead adopted an enteroendocrine phenotype (Fig. 3d).

**Fig. 3:**
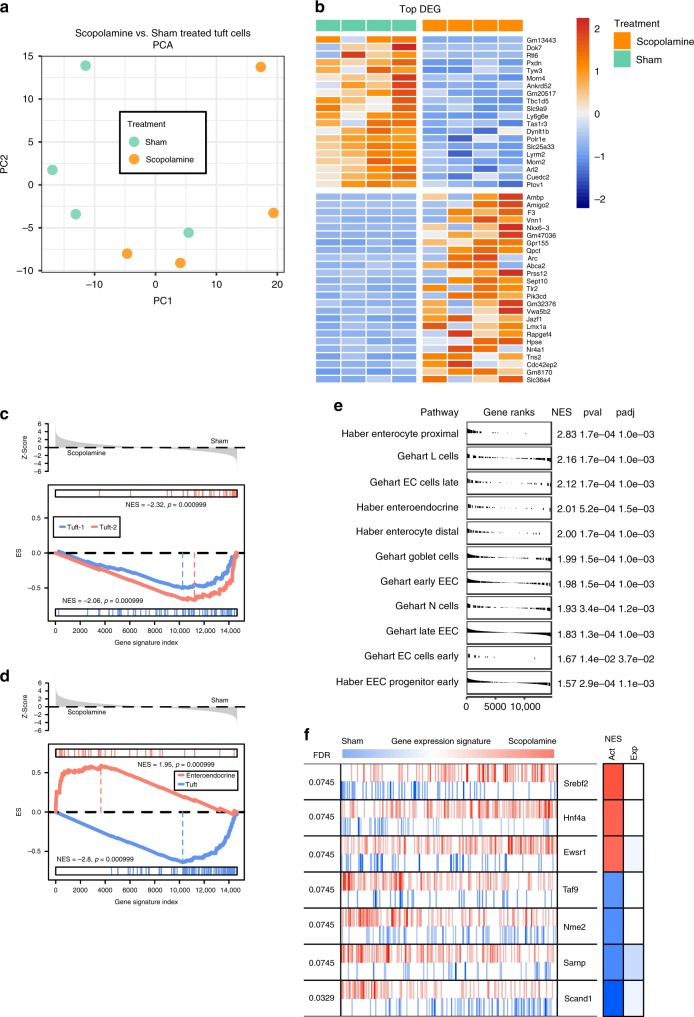
RNA-sequencing analysis indicates adoption of enteroendocrine differentiation of expanding tuft cells following scopolamine treatment. **a** Scopolamine-treated Dclk1-DTR-ZSgreen-positive samples (*n* = 4 mice) show spatial separation from sham treated samples (*n* = 4 samples) along PC1 employing principal component analysis (PCA). **b** Top 25 differentially expressed genes (DEG) between the indicated groups, scale bar indicates log2-fold changes of genes (*Z*-Scores; positive lgFC indicates higher gene expression in the respective group). **c** Gene set enrichment analysis (GSEA) indicates negative correlation to previously described tuft-1 (neuronal) and tuft-2 (immune) phenotypes following scopolamine treatment; ES enrichment score. **d** Instead, tuft cells strongly enrich for enteroendocrine cell lineage signatures. **e** GSEA analysis of published enteroendocrine signature gene sets shows the adoption of an enteroendocrine progenitor subtype as well as increased differentiation into early and late EC cells, L cells and N cells of expanding tuft cells^13,32^ (see Supplementary Data 1 for leading edge gene signatures); the enrichment for enterocyte signatures further confirms increased differentiation. EEC enteroendocrine cell, EC enterochromaffin cell, NES normalized enrichment score. **f** Master regulator analysis shows significant changes in transcription factor activity after scopolamine treatment, such as activation of *Srebf2* and inactivation of *Nme2*, respectively (*Z*-Scores; Srebf2 *p* = 0.00086; Hnf4a *p* = 0.0014; Ewsr1 *p* = 0.0019; Taf9 *p* = 0.0019; Nme2 *p* = 0.0015; Sarnp *p* = 0.0011; Scand1 *p* = 0.00012). FDR false discovery rate, Act differential activity (red indicating increased, blue indicating decreased), Exp differential gene expression.

While substantial heterogeneity has been ascribed to intestinal tuft cells^11^, an enteroendocrine phenotype has not yet been described. However, these results are in line with the prominent tuft cell expansion observed in Prox1-CreERT2 × M3R fl/fl mice (Fig. 2e), given the known relationship of Prox1-positive cells to the enteroendocrine lineages^22^. 

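No count was recorded in any of the 8 libraries for Chrm2 (chromosome 6 from 36388084 to 36528414 of GRCm38), Chrm4 (chromosome 2 from 91927249 to 91928688) or Chrm5 (chromosome 2 from 112479171 to 112480769), where 3 counts correspond to between 0.0724 and 0.209 CPM. Chrm3 (chromosome 13 from 9875486 to 10360847), which encodes the M3 receptor, was measured at 0.35 ± 0.204 CPM (SD, n = 4) with scopolamine and 0.891 ± 0.493 CPM (SD, n = 4) in sham, with a log2 fold change of -1.33 (standard error 0.81, Benjamini-Hochberg adjusted p = 0.83 in edgeR). Chrm1 (chromosome 19 from 8663789 to 8683587) had counts of 2, 50, 6 and 2 in the scopolamine-treated mice and 6, 4, 247 and 0 in the sham mice. Its direction rested on sham replicate 7, since the log2 fold change was -1.14 over all mice and 2.72 without that mouse. Chrm3 overlaps the processed pseudogene Gm47406 on the opposite strand. Exact permutation tests of log2 CPM (two-sided) gave p = 0.171 for Chrm3 and 0.943 for Chrm1. By these tests neither difference could be told apart from variation between mice. The log2 fold change of Chrm3 stayed between -1.72 and -1.02 with each mouse left out in turn.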

Also, the negligible expression of muscarinic receptors in ZSgreen-positive tuft cells accords with previous data sets^13^ (Supplementary Fig. 4D) and with the observation that tuft cells are likely not the primary sensor cells of muscarinic blockade (see Supplementary Fig. 3B). 

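Supplementary Data 1 prints leading-edge genes of endocrine subtypes, with 2 entries for several of them, L and N cells included; its I, K, X and delta cell entries are not described here. The paper's normalized enrichment scores were 2.17 for the first L cell entry and 1.94 for the first N cell entry (the paper's adjusted p = 0.00159 and 0.00214), against -1.04 and -1.05 for the second entries (the paper's adjusted p = 0.424 and 0.414), so the paper's own test did not find the second entries enriched. For the further EC cell entry given here, the paper's score was 1.43 (the paper's adjusted p = 0.0596). The first L cell entry held 12 genes with a median log2 fold change of 2.23, and the second 27 genes with a median of -0.34. The first N cell entry held 16 genes with a median of 1.90, and the second 33 genes with a median of -0.31. The median was 2.17 for the 23 genes of late EC cells, 2.07 for the 9 of early EC cells, 0.55 for the 24 of a further EC cell entry and 1.73 for the 54 printed genes of the list early.gehart. Every gene was lower with scopolamine in the second L and N cell entries and higher in the other lists, which follows from how a leading edge is chosen. No gene in these lists had a Benjamini-Hochberg adjusted p under 0.1 in edgeR. With DESeq2 the number of such genes was 2 and 0 in the L cell entries, 4 and 0 in the N cell entries, 7 for late EC cells, 0 for early EC cells, 2 for the further EC entry and 3 for early.gehart. Without the 2 sham libraries made from 200 pg the medians were 3.13 and -0.33 for the L cell entries and 3.15 and -0.31 for the N cell entries. The proximal enterocyte list held 37 genes with a median of 1.37, all higher with scopolamine.

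**Figure D4:**
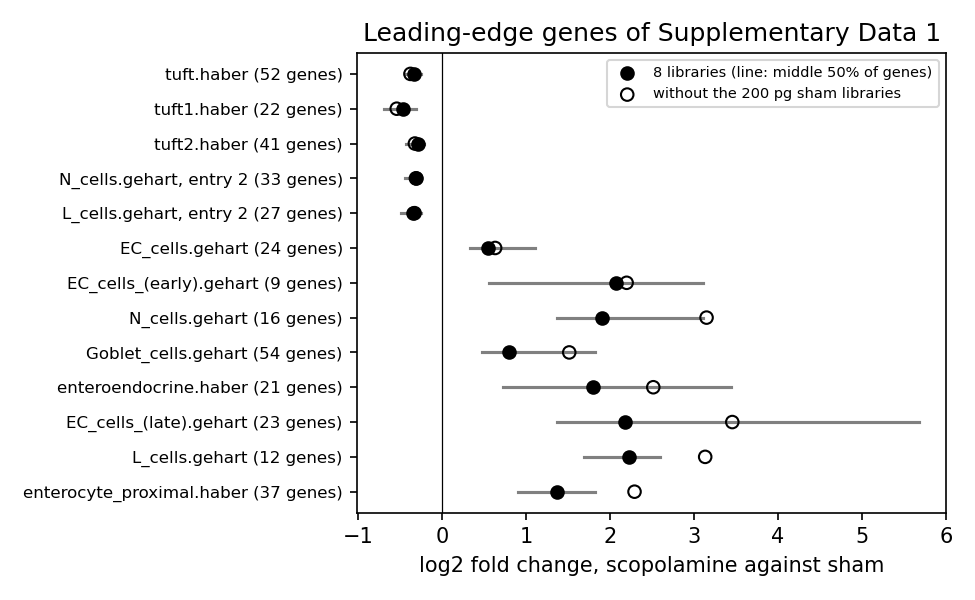
Log2 fold change of scopolamine against sham (horizontal axis) for leading-edge lists of Supplementary Data 1 (vertical axis), with second entries of the same name marked. Filled points are medians over 8 libraries, lines span the middle 50% of genes, and open points are medians without the sham libraries made from 200 pg; the L cell medians are 2.23 and -0.34.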

A total of 12–14 subtypes of intestinal endocrine cell types have been identified^13,32^, and we were indeed able to detect enriched gene signatures indicating the adoption of an early EEC progenitor subtype, simultaneous to signatures from potentially functionally relevant differentiated endocrine subtypes such as L cells, EC cells (late, early) or N cells^13,32^ in scopolamine-treated tuft cells (Fig. 3e and Supplementary Data 1).

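Atoh1 (chromosome 6 from 64729125 to 64731245 of GRCm38) was measured at 4.21 ± 3.59 CPM (SD, n = 4) with scopolamine and 1.4 ± 1.62 CPM (SD, n = 4) in sham, with a log2 fold change of 1.59 (standard error 1.52, Benjamini-Hochberg adjusted p = 0.895 in edgeR). Its count was 0 in both sham libraries made from 200 pg, and without these libraries its log2 fold change was 0.56. With each mouse left out in turn that value ran from 0.78 to 2.21, and with mouse ID series as a covariate it was 4.36. Sox4 (chromosome 13 from 28948919 to 28953713) was measured at 105 ± 24.9 CPM (SD, n = 4) with scopolamine and 149 ± 15.9 CPM (SD, n = 4) in sham, with a log2 fold change of -0.51 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.812 in edgeR). Its unadjusted p was 0.0232, and every scopolamine-treated mouse was below every sham mouse (exact permutation test of log2 CPM, two-sided, p = 0.0286, the smallest possible). With each mouse left out in turn its log2 fold change stayed between -0.65 and -0.38. For Pou2f3, the log2 fold change with each mouse left out lay between -0.50 and -0.12.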

Finally, previously identified tuft lineage determination markers, such as *Atoh1*^19^, *Sox4*^20^, or *Pou2f3*^14^, did not show differential expression between the groups (see “Methods” section for deposited data information). *Atoh1* has been closely linked to secretory cell differentiation in the intestine^33^, and thus its stable expression between the groups is in line with enteroendocrine tuft differentiation. The fact that we observed almost negligible changes to previously reported important regulators of EEC differentiation such as *Neurog3* or *Sox4*, however, does not rule out that these may have possibly been expressed transiently at an earlier timepoint after treatment onset than at the time of analysis^32^.

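Neurog3 (chromosome 10 from 62133090 to 62134763 of GRCm38) had counts of 79, 22, 0 and 0 in the scopolamine-treated mice and 1, 0, 0 and 0 in the sham mice. The signal came from scopolamine replicates 1 and 2, and the exact permutation test of log2 CPM gave p = 0.429 (two-sided). The expression filter removed it, and without the filter edgeR gave a Benjamini-Hochberg adjusted p of 0.587 and DESeq2 0.222. All sham libraries were at or under 3 counts, so the mean with scopolamine was at least 14.3-fold higher. This bound rests largely on scopolamine replicate 1, at 3.96 CPM against at most 1.03 in the other scopolamine-treated mice. Without replicate 1 the log2 fold change fell from 6.62 to 4.78, so the bound would be lower. Neurog3 overlaps Fam241b on the opposite strand, so reads could be shared if their transcripts have sequence in common, which was not examined. Sox4 had counts of 2246, 1585, 1895 and 2108 in the scopolamine-treated mice and 3700, 7071, 5969 and 4584 in the sham mice.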

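The regulatory network behind the activity scores was not used here, so the values are the expression of each regulator's own gene. Srebf2 (chromosome 15 from 82147181 to 82205379 of GRCm38) was measured at 257 ± 72.4 CPM (SD, n = 4) with scopolamine and 248 ± 37 CPM (SD, n = 4) in sham, with a log2 fold change of 0.051 (standard error 0.20, Benjamini-Hochberg adjusted p = 0.989 in edgeR); the sign was reversed in 5 of the settings tried. Hnf4a (chromosome 2 from 163506808 to 163572910) was measured at 222 ± 14.9 CPM (SD, n = 4) with scopolamine and 233 ± 46 CPM (SD, n = 4) in sham, with a log2 fold change of -0.074 (standard error 0.16, Benjamini-Hochberg adjusted p = 0.972 in edgeR). Ewsr1 (chromosome 11 from 5069689 to 5099266) was measured at 148 ± 41.3 CPM (SD, n = 4) with scopolamine and 175 ± 19.5 CPM (SD, n = 4) in sham, with a log2 fold change of -0.24 (standard error 0.20, Benjamini-Hochberg adjusted p = 0.884 in edgeR). The other regulators of Fig. 3f had log2 fold changes of -0.23 (Taf9), 0.058 (Nme2), -0.32 (Sarnp) and -0.22 (Scand1), with Benjamini-Hochberg adjusted p between 0.813 and 0.979 in edgeR. Sarnp was lower in every scopolamine-treated mouse, at 44.3 to 55.5 CPM, than in every sham mouse, at 55.8 to 71 CPM (exact permutation test of log2 CPM, two-sided, p = 0.0286, the smallest possible), and its log2 fold change lay between -0.40 and -0.27 with each mouse left out in turn. None of these differences reached an adjusted p under 0.1. On log2 CPM, 16 of 25 cholesterol synthesis genes were higher and 9 lower (14 and 11 on edgeR's fold changes), with a mean log2 fold change of 0.13 (limma's camera test, Benjamini-Hochberg adjusted p = 0.516). Taf9 overlaps Ak6, Nme2 overlaps Gm20390, Sarnp overlaps Dnajc14 and Ormdl2, Scand1 overlaps Cnbd2 and Ewsr1 overlaps Rhbdd3, all protein-coding. The overlap is of gene spans, and whether transcripts share sequence was not examined, so the counts of these 5 genes could be affected.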

To gain further insights into putative functionally active regulatory networks in the expanding tuft cells, we performed master regulatory network analysis^34^ (see “Methods” section for details), and the MARINa plot confirmed the significant activation of *Srebf2*, *Hnf4a*, and *Ewsr1* (Fig. 3f). While *Srebf2* appears mainly important for cellular cholesterol synthesis and transport^35^, cholesterol has been identified as an important regulator of enteroendocrine cell differentiation^36^ and driver of ISC proliferation^37^. Similarly, *Hnf4a* appears important for normal enterocyte and enteroendocrine cell maturation, and its genetic ablation in murine intestinal epithelium severely perturbs intestinal homeostasis^38^. With targets of *Ewsr1* being enriched in Bmi1-eGFP-positive endocrine cells^39^, this analysis confirmed the likelihood that expanding enteroendocrine tuft cells become functionally active in order to compensate for epithelial muscarinic receptor perturbations.

### Expanding tuft cells contribute to increased Ach secretion

Next, we aimed to address the functional relevance of the observed tuft cell expansion following muscarinic receptor blockade. Choline acetyltransferase (the gene encoding *Chat*) is the rate-limiting enzyme for the production of Ach, which is the main neurotransmitter of cholinergic neurons^3^ and modulates epithelial proliferation^7^. Within the intestinal epithelium, *Chat* expression is unique to tuft cells^10^, which was confirmed analyzing ZSgreen-positive vs. ZSgreen-negative epithelial cells by RT-PCR for *Chat* (Supplementary Fig. 4E). Employing scopolamine treatment in ChAT-BAC-eGFP mice showed strong co-labeling of ChAT-eGFP with DCLK1 (Fig. 4a), and ChAT-eGFP-positive cells expanded significantly (Fig. 4b) simultaneous to the more prominent appearance of ChAT-eGFP-positive stromal neuronal fibers following scopolamine treatment (Fig. 4a, white arrowhead).

**Fig. 4:**
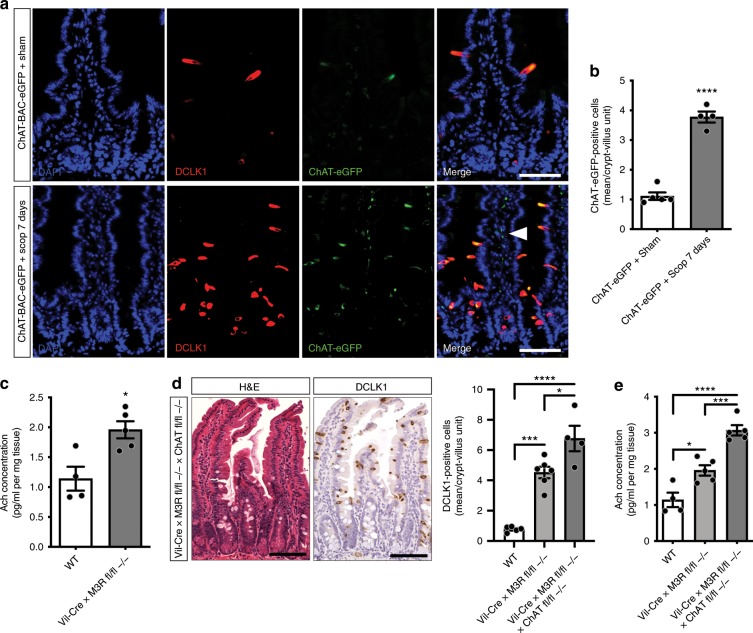
Expanding tuft cells orchestrate increased secretion of acetylcholine. **a**, **b** Scopolamine-treated (7 days) ChAT-BAC-eGFP mice showed expansion of ChAT-eGFP-/DCLK1-positive cells (*n* = 5 sham mice, Mean = 1.11, SEM = 0.125; *n* = 4 ChAT-BAC-eGFP scopolamine-treated mice, Mean = 3.775, SEM = 0.184; unpaired *t* test, two-tailed, *t* = 12.39, df = 7), and prominent cholinergic fibers (arrowhead); bar graphs = 50 µm. **c** Acetylcholine increases following epithelial M3R ablation (ELISA, whole small intestinal tissues; *n* = 4 WT mice, Mean = 1.14, SEM = 0.2; *n* = 5 Vil-Cre × M3R fl/fl −/− mice, Mean = 1.958, SEM = 0.143; unpaired *t* test, two-tailed, *t* = 3.425, df = 7). **d** Immunostainings of Vil-Cre × M3R fl/fl × ChAT fl/fl mice for DCLK1 (*n* = 5 WT mice, Mean = 0.77, SEM = 0.080; *n* = 6 Vil-Cre × M3R fl/fl −/− mice, Mean = 4.517, SEM = 0.377; *n* = 4 Vil-Cre × M3R fl/fl −/− × ChAT fl/fl −/− mice, Mean = 6.763, SEM = 0.844; ordinary one-way ANOVA, *F* = 38.95, df (total) = 14), bar graphs = 100 µm. **e** Acetylcholine increases in Vil-Cre × M3R fl/fl × ChAT fl/fl mice (*n* = 4 WT mice, Mean = 1.14, SEM = 0.2; *n* = 5 Vil-Cre × M3R fl/fl −/− mice, Mean = 1.958, SEM = 0.143; *n* = 5 Vil-Cre × M3R fl/fl −/− × ChAT fl/fl −/− mice, Mean = 3.07, SEM = 0.142; ordinary one-way ANOVA, *F* = 36.12, df (total) = 13). Source data are provided as a Source Data file. *p < 0.05, ***p < 0.005, ****p < 0.001.

Together, along with the observed enteroendocrine differentiation, this data suggested that the expanding tuft cells may orchestrate a compensatory circuit to increase cholinergic tone following muscarinic receptor blockade. Strikingly, Ach levels increased significantly within the intestinal mucosa of Vil-Cre × M3R fl/fl mice (Fig. 4c). The additional epithelial ablation of M1R did not result in increased Ach secretion (Supplementary Fig. 4F). To further assess the functional importance of the epithelial expression of *ChAT* in expanding tuft cells, we analyzed tissues from Vil-Cre × M3R fl/fl × ChAT fl/fl mice, which showed an even more pronounced expansion of DCLK1-positive tuft cells compared with Vil-Cre × M3R fl/fl alone (Fig. 4d), along with a dramatic increase in secreted Ach (Fig. 4e). This indicated increased secretion of Ach from the surrounding stroma possibly orchestrated by expanding tuft cells, which is supported by the increased presence of neuronal Beta-III-Tubulin-positive fibers in these samples (Supplementary Fig. 4G, arrows). In line with this hypothesis are data from organoids from Vil-Cre × M3R fl/fl compared with WT mice, which did not show expanded DCLK1-positive tuft cells, possibly indicating the importance of the epithelial-stromal crosstalk in this compensatory mechanism or an altered cholinergic niche dependency of cultured epithelial cells (Supplementary Fig. 4H).

### Increased Ach secretion sustains compensatory PI3K signaling

Next, we wanted to test our hypothesis that the prominent increase of Ach in these samples may serve to maintain important intracellular signaling, as previous in vitro studies suggested a paracrine action by epithelial-derived Ach on ISC or progenitor cells^40^. GPCRs, such as M3R, are able to *trans*-activate EGFR^9^, and previous data sets^13^ showed prominent expression of EGF receptors in Lgr5-positive ISCs (Fig. 5a, stem compartment). Strikingly, immunoblot analysis of epithelial-enriched intestinal samples from Vil-Cre × M3R fl/fl mice showed a significant downregulation of p-EGFR, indicating decreased EGFR activation, next to an increase in DCLK1 and a decrease of M3R (Fig. 5b). These findings are highly reminiscent of the recent reports of Lgr5-positive ISC quiescence following EGF pathway inhibition in vitro, which was also associated with a selective expansion of DCLK1-positive tuft cells^41^. In line with the strong histologic phenotype (Supplementary Fig. 2E), analysis of Vil-Cre × M3R fl/fl × M1R fl/fl tissues showed a significant reduction of EGFR activation compared with Vil-Cre × M3R fl/fl alone (Fig. 5c).

**Fig. 5:**
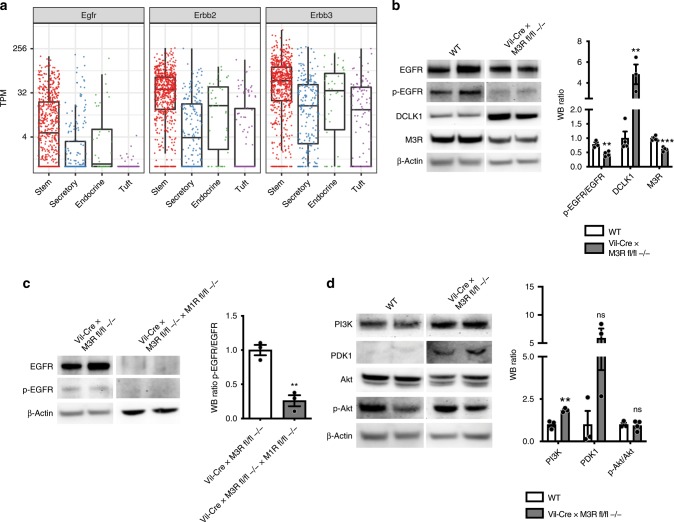
Cholinergic niche sustains compensatory PI3K signaling following epithelial cholinergic receptor ablation. **a** *EGFR*, *Erbb2*, and *Erbb3* expression in intestinal single cells^13^; TPM transcripts per kilobase million. **b** Immunoblot analyses of epithelial-enriched Vil-Cre × M3R fl/fl mouse samples for p-EGFR/EGFR, DCLK1, and M3R (*n* = 3 WT mice p-EGFR/EGFR; 4 WT mice DCLK1, M3R; *n* = 4 Vil-Cre × M3R fl/fl −/− p-EGFR/EGFR, M3R; 3 Vil-Cre × M3R fl/fl −/− mice DCLK1; WT p-EGFR/EGFR Mean = 0.783, SEM = 0.073; DCLK1 Mean = 1, SEM = 0.234; M3R Mean = 1, SEM = 0.04; Vil-Cre × M3R fl/fl p-EGFR/EGFR Mean = 0.45, SEM = 0.043; DCLK1 Mean = 4.827, SEM = 0.95; M3R Mean = 0.612, SEM = 0.036; multiple *t* tests; p-EGFR/EGFR *t* = 4.175, df = 5; DCLK1 *t* = 4.547, df = 5; M3R *t* = 7.177, df = 6). **c** Analysis of Vil-Cre × M3R fl/fl × M1R fl/fl mice shows additive downregulation of EGFR activation compared with Vil-Cre × M3R fl/fl mice (*n* = 3 Vil-Cre × M3R fl/fl −/− mice, *n* = 3 Vil-Cre × M3R fl/fl −/− × M1R fl/fl −/− mice; Vil-Cre × M3R fl/fl −/− p-EGFR/EGFR Mean = 1, SEM = 0.076; Vil-Cre × M3R fl/fl −/− × M1R fl/fl −/− p-EGFR/EGFR Mean = 0.260, SEM = 0.080; unpaired *t* test, two-tailed, *t* = 6.721, df = 4). **d** Epithelial M3R ablation sustained PI3K-PDK1 signaling (*n* = 3 WT, 3 Vil-Cre × M3R fl/fl −/− mice PI3K, PDK1; *n* = 3 WT mice p-Akt/Akt, *n* = 4 Vil-Cre × M3R fl/fl −/− mice p-Akt/Akt; WT PI3K Mean = 1, SEM = 0.144; PDK1 Mean = 1, SEM = 0.799; p-Akt/Akt Mean = 1, SEM = 0.103; Vil-Cre × M3R fl/fl −/− PI3K Mean = 1.844, SEM = 0.069; PDK1 Mean = 5.906, SEM = 1.697; p-Akt/Akt Mean = 0.941, SEM = 0.142; multiple *t* tests; PI3K *t* = 5.278, df = 4; PDK1 *t* = 2.617, df = 4, *p* = 0.059; p-Akt/Akt *t* = 0.3102, df = 5). Source data are provided as a Source Data file. *p < 0,05, **p < 0.01, ***p < 0,005.

In addition, we found that the nonselective cholinergic muscarinic receptor agonist carbachol partially rescued organoid survival following EGF withdrawal in vitro (Supplementary Fig. 5A), supporting the importance of muscarinic agonism for ISC growth and survival. Despite the strong deactivation of EGFR, intracellular levels of ERK/p-ERK or TCF-1/7 did not significantly change in Vil-Cre × M3R fl/fl tissues (Supplementary Fig. 5B), thus indicating that increased Ach levels may maintain intracellular signaling pathways.

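Pik3cd, written Pi3kcd in the paper, lies on chromosome 4 from 149649168 to 149702571 of GRCm38 and encodes a catalytic subunit of PI3K. Its counts were 1, 137, 94 and 64 in the scopolamine-treated mice and 0, 2, 0 and 1 in the sham mice, at least 46.3-fold higher with scopolamine by the means, while scopolamine replicate 1 was itself under the floor. Without the expression filter, which removed it, edgeR gave a Benjamini-Hochberg adjusted p of 0.587, and DESeq2 gave 3.55e-04. Tns2 (chromosome 15 from 102100413 to 102116401) had counts of 68, 12, 50 and 49 in the scopolamine-treated mice and 0, 4, 0 and 0 in the sham mice, a log2 fold change of 6.32 (standard error 1.40, Benjamini-Hochberg adjusted p = 0.812 in edgeR) and an adjusted p of 6.69e-04 with DESeq2. For both genes the exact permutation test of log2 CPM gave p = 0.0286 (two-sided), the smallest possible; for Pik3cd this rests on 1 count in scopolamine replicate 1, within the floor. Of the 30 genes the paper names for this experiment and Chat, 17 passed the filter, and only Tns2 had an adjusted p under 0.1 when the Benjamini-Hochberg adjustment covered that list alone (0.0166); none had one over all genes. The adjustment over the list shows no stability, because the paper chose Tns2 as a top gene from these libraries.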

Facilitation of neuronal cell differentiation from pluripotent progenitor cells has been associated with upregulation of PI3K/Akt/mTOR signaling^42^, and indeed we could find the genes *Pi3kcd* and *Tns2* among the top DEG in our sequencing analysis (Fig. 3b), suggesting the activation of PI3K signaling following scopolamine treatment. Indeed, immunoblot analyses of Vil-Cre × M3R fl/fl mice showed an upregulation of the PI3K-PDK1 axis, while activation of Akt remained unchanged (Fig. 5d), thus indicating a possible compensatory shift in intracellular signaling activation following cholinergic receptor blockade and reduced EGFR activation.

### Acute tissue injury abrogates compensatory tuft cell circuit

While a marked expansion of enteroendocrine tuft cells with the accompanying increase in Ach secretion can likely maintain homeostasis following moderate reductions in muscarinic receptor expression and cholinergic signaling, this compensatory mechanism appears to rapidly collapse following more severe acute tissue injury. When Vil-Cre × M3R fl/fl mice were subjected to acute whole body irradiation of 10.5 Gy, we observed a dramatic loss of epithelial tuft cells concomitant to severely altered intestinal tissue architecture in these mice (Fig. 6a). This also coincided with a striking decrease in Ach secretion, which was reduced to WT levels (Fig. 6b). As cholinergic neurons have been found to suppress Ach secretion in response to acute intestinal inflammation^43^, we next aimed to address the contribution of either the epithelial or stromal compartment in these mice to the observed decrease in Ach. Strikingly, we detected an isolated, marked decrease of Ach in the epithelial compartment of irradiated Vil-Cre × M3R fl/fl mice, with no changes to stromal Ach (Fig. 6c).

**Fig. 6:**
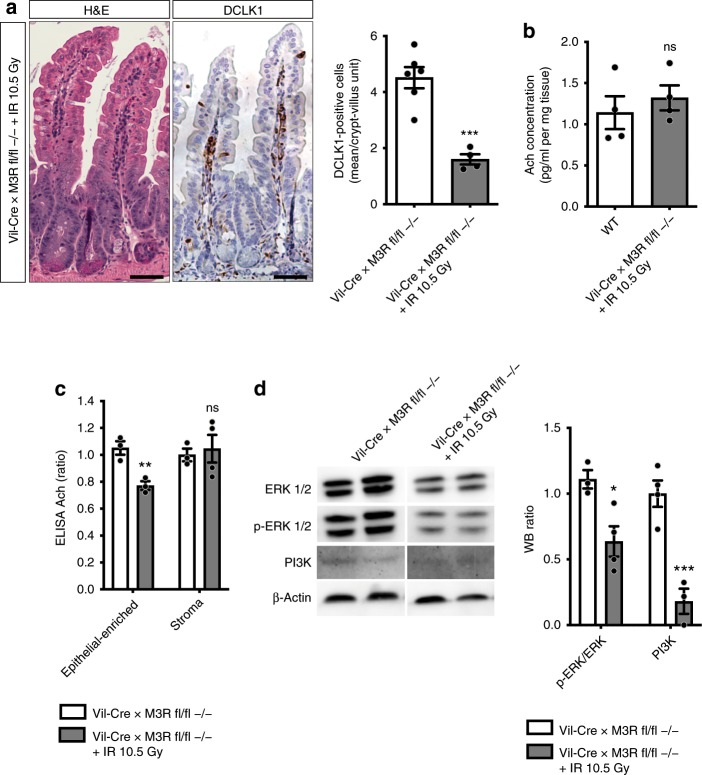
Acute tissue injury abrogates compensatory tuft cell circuit following epithelial M3R ablation. **a** H&E and DCLK1 immunostainings 3 days after 10.5 Gy WBI (*n* = 6 Vil-Cre × M3R fl/fl −/− mice, Mean = 4.517, SEM = 0.377; *n* = 4 Vil-Cre × M3R fl/fl −/− + IR 10.5 Gy mice, Mean = 1.6, SEM = 0.185; unpaired two-tailed *t* test, *t* = 5.906, df = 8), bar graphs = 100 µm. **b** Acetylcholine in Vil-Cre × M3R fl/fl tissues 3 days after 10.5 Gy WBI (ELISA; *n* = 4 mice/group; WT Mean = 1.14, SEM = 0.2; Vil-Cre × M3R fl/fl −/− + IR 10.5 Gy Mean = 1.321, 0.152; unpaired *t* test, *t* = 0.7189, df = 6). **c** ELISA of epithelial-enriched vs. stroma-enriched Vil-Cre × M3R fl/fl tissues 3 days after 10.5 Gy WBI (*n* = 3 Vil-Cre × M3R fl/fl −/− controls epithelial-enriched, stroma; *n* = 3 Vil-Cre × M3R fl/fl −/− + IR epithelial-enriched, *n* = 4 Vil-Cre × M3R fl/fl −/− + IR stroma; Vil-Cre × M3R fl/fl −/− control epithelial-enriched Mean = 1.051, SEM = 0.05; stroma Mean = 1, SEM = 0.047; Vil-Cre × M3R fl/fl −/− + IR 10.5 Gy epithelial-enriched Mean = 0.772, SEM = 0.032; stroma Mean = 1.046, SEM = 0.102; multiple *t* tests, epithelial-enriched *t* = 4.706, df = 4; stroma *t* = 0.3609, df = 5). **d** p-ERK/ERK and PI3K analysis after acute injury (3 days post 10.5 Gy WBI; *n* = 3 Vil-Cre × M3R fl/fl −/− controls p-ERK/ERK, *n* = 4 Vil-Cre × M3R fl/fl −/− controls PI3K; *n* = 4 Vil-Cre × M3R fl/fl −/− + IR p-ERK/ERK, *n* = 3 Vil-Cre × M3R fl/fl −/− + IR PI3K; Vil-Cre × M3R fl/fl −/− control p-ERK/ERK Mean = 1.109, SEM = 0.07; PI3K Mean = 1, SEM = 0.101; Vil-Cre × M3R fl/fl −/− + IR p-ERK/ERK Mean = 0.637, SEM = 0.115; PI3K Mean = 0.181, SEM = 0.096; ordinary two-way ANOVA, p-ERK/ERK *t* = 3.236, df = 10; PI3K *t* = 5.608, df = 10). Source data are provided as a Source Data file. *p < 0.05, **p < 0.01, ***p < 0.005; ns not significant.

Pretreatment of these mice with the broad cholinergic receptor agonist bethanechol did only moderately reduce DCLK1-positive tuft cell number, but dramatically improved tissue morphology (Supplementary Fig. 5C), supporting the importance of Ach for intestinal homeostasis. Finally, with the loss of the compensatory tuft expansion and mucosal Ach secretion following irradiation in Vil-Cre × M3R fl/fl mice, we observed a striking decrease in intestinal epithelial intracellular EGF and PI3K pathway activity (Fig. 6d). Collectively, these findings strongly support the importance of epithelial tuft cells as epithelial niche cells, and are consistent with previous observations regarding the importance of M3R signaling for intestinal homeostasis^24^.

## Discussion

Here, we have shown the importance of DCLK1-positive tuft cells in orchestrating a cholinergic niche, providing Ach to Lgr5-positive ISCs as well as secretory cells to maintain epithelial homeostasis. Prox1-positive cells appear as the key cholinergic sensing cells, as they are able to direct the expansion of an enteroendocrine tuft phenotype upon interruption of cholinergic signal. While Prox1-positive cells appear as the most probable sensor cells, it is important to note that subpopulations of tuft cells have also been reported to express *Chrm3* and *Prox1*^13^. Even if these transcripts were only transiently expressed by tuft cell subpopulations, this could enable tuft cells to also sense cholinergic signaling modulation. Yet, since lineage tracings did not show the expansion of traced tuft cells in response to muscarinic receptor blockade (Supplementary Fig. 3B), tuft cell sensing similar to Prox1-positive cell sensing would require their signaling to yet another cell of origin for the expanding enteroendocrine tuft cells.

Our RNA-sequencing analysis showed that the expanding tuft cells following scopolamine treatment express important genes for enteroendocrine cell function, in conjunction with hints at synaptic activity and signal transmission. It is important to note that the leading edge genes from scopolamine-treated tuft cells which overlap with previously defined endocrine cell signatures do not show altered expression of PYY or ChgA, thus possibly explaining the reason we did not observe an expansion of PYY- or ChgA-positive endocrine cell types in Vil-Cre × M3R fl/fl mice (Supplementary Fig. 2B, C). 

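Pyy (chromosome 11 from 102106676 to 102107832 of GRCm38) had counts of 22, 42, 359 and 1 in the scopolamine-treated mice and 3, 3, 3453 and 2 in the sham mice, and a log2 fold change of -1.60 (standard error 2.07, Benjamini-Hochberg adjusted p = 0.923 in edgeR). Chga (chromosome 12 from 102554969 to 102565028) had counts of 1238, 1589, 141 and 3836 in the scopolamine-treated mice and 9, 79, 7157 and 32 in the sham mice, and a log2 fold change of 0.86 (standard error 1.53, Benjamini-Hochberg adjusted p = 0.959 in edgeR). Both depended on sham replicate 7, which had 85.5 CPM of Pyy and 177 CPM of Chga. Among the 41 leading-edge lists of Supplementary Data 1 as far as they are printed, Pyy is in 0 and Chga in 0. Without that mouse the log2 fold changes were 6.36 for Pyy, which reversed its sign, and 6.22 for Chga, with Benjamini-Hochberg adjusted p of 0.871 and 0.688 in edgeR.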

Intestinal endocrine cells appear to communicate with neighboring afferent neuronal cells^44,45^, thus providing tuft cells with several possible avenues for increasing Ach secretion in response to tissue perturbations. In particular, we observed the robust expansion of ChAT-eGFP-/DCLK1-positive tuft cells following scopolamine treatment (see Fig. 4a, b). However, in the setting of more severe intestinal injury (g-irradiation) with loss of tuft cells, there is a prominent, epithelial-restricted loss of Ach (see Fig. 6c). Taken together, expanding tuft cells are ideally suited to produce and secrete Ach into the mucosal niche.

On the other hand, the adoption of an enteroendocrine signature may also indicate that expanding tuft cells orchestrate a stromal circuit, possibly involving mucosal neuronal cells to increase overall Ach release. Indeed, submucosal cholinergic nerve fibers have been reported to govern epithelial proliferation^7^. This is supported by the emergence of strong ChAT-eGFP-positive stromal fibers following scopolamine treatment (Fig. 4a). Furthermore, the observation that genetic ablation of ChAT in Vil-Cre × M3R fl/fl mice results in a strong increase of secreted Ach suggests that functional tuft cells in the M3R deficient mice are indeed able to compensate for the loss of muscarinic signaling by secreting Ach. However, upon loss of epithelial ChAT and thus epithelial Ach production, stromal cells necessarily upregulate Ach secretion, possibly in response to signaling from expanding tuft cells in these mice (Fig. 4d, e).

Whether or not immune, neuronal or enteroendocrine tuft phenotypes are entirely functionally distinct remains to be clarified. Indeed, Ach is considered one of the major transmitters mediating neuroimmune crosstalk^46^. The diminished type 2 immune response to Helminth infection reported in whole body M3R-KO^24^ may thus also originate from impaired Ach signaling on innate lymphoid cells^47^ and decreased IL-13 release, which appears as the main trigger of goblet and tuft cell hyperplasia^15^. Consequently, if helminth infection of mice bearing an epithelial-specific genetic M3R ablation yielded similar results to M3R-KO mice, cholinergic modulations would indeed direct an overriding enteroendocrine tuft cell expansion.

The primary sensing of epithelial cholinergic interruption appears to take place in lineage-committed cells, while its effect on Lgr5-positive ISC rather resembles previously identified roles of GPCRs in regulating ISC kinetics. Pharmacologic modifications of intestinal Lgr5-positive ISC in Rspo gain-of-function models demonstrated the induction of Lgr5-positive ISC self-renewal, while Rspo loss-of-function initiated a default lineage commitment^48^. Furthermore, peptide inhibition of Fzd7 has been shown to effectively decrease ISC activity and Lgr5-EGFP-positive ISC count in vitro^49^. The latter in particular is reminiscent of the effect of pharmacologic muscarinic receptor blockade we observed on Lgr5-EGFP-positive cells, which were significantly reduced in vivo with only short-term treatment. Thus, our data uncover an additional epithelial compensatory circuit centering around tuft cells in support of their emerging importance as epithelial niche cells^31^ (Fig. 7). Furthermore, our findings add to the importance of GPCRs and the potential of GPCR-targeted therapy to alter ISC behavior in homeostasis and disease.

**Fig. 7:**
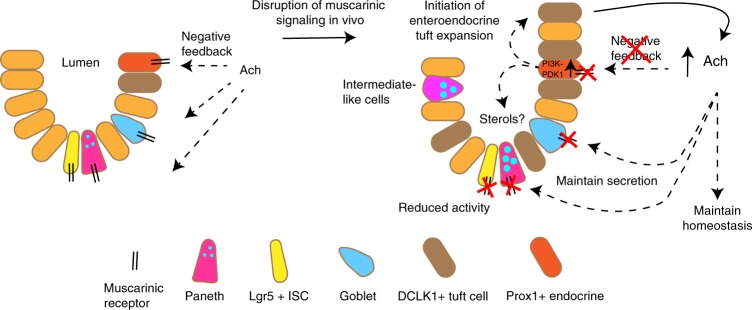
Model summarizing the importance of the cholinergic intestinal niche to maintain epithelial homeostasis. Prox1-positive endocrine cells respond to a loss of negative feedback upon M3R ablation, which results in the expansion of an enteroendocrine tuft cell phenotype and sustained cholinergic niche signaling.

## Methods

### Animal models

Adult mice were aged between 6 and 10 weeks at the time of sacrifice or tamoxifen induction, both sexes were used. C57BL/6J WT (stock nr. 00064), Vil-Cre (stock nr. 021504), ChAT-BAC-eGFP (stock nr. 007902), Prox1-CreERT2 (stock nr. 022075), Lgr5-EGFP-IRES-CreERT2 (stock nr. 008875), ChAT-loxp-stop-loxp (ChAT fl/fl; stock nr. 016920), Rosa26-CAG-loxp-stop-loxp-tdTomato (tdTom; stock nr. 007909), and Rosa26-loxp-stop-loxp-mTmG (TGFP; stock nr. 007676) were all obtained from the Jackson Laboratory (USA). M3R-KO^50^ were procured from Duan Chen (Norway), M1R-KO and M3-loxp-stop-loxp (M3R fl/fl) mice were a kind gift from J. Wess (NIH, USA), Lgr5-EGFP-DTR mice were procured from Genentech (USA) and M1-loxp-stop-loxp (M1R fl/fl) mice were a kind gift from S. Tonegawa (RIKEN-MIT, USA). Constitutive or conditional genetic ablation of M3R and/or M1R and/or ChAT in the indicated mouse models did not alter viability, health, behavior, or reproduction of experimental mice. Dclk1-BAC-CreERT mice were generated in our lab^18^. To generate Dclk1-DTR-ZsGreen reporter mice, the *DTR-2A-Zsgreen-pA-FrtNeoFrt* cassette was ligated into a pL451 plasmid and subsequently electroporated into the ATG-containing exon 2 of the mouse *Dclk1* gene on SW105 *Dclk1-*BAC-carrying cells (clone RP23-283D6). Isolated and linearized BAC DNA was subsequently microinjected into the pronucleus of fertilized CBA × C57BL/6J oocytes at the Columbia University Transgenic Animal Core facility, with subsequent backcrossing to C57BL/6J mice (full characterization of the mice will be reported elsewhere). All analyses have been performed in the jejunum since previous studies identified the presence of distinct stem cell pools in this region^51–54^ and in order to reduce variability and increase reproducibility between studies^55^. Mice were housed in a specific pathogen-free facility. All mouse studies were approved by the Columbia University Institutional Animal Care and Use Committee (directed by Mary Jo Shepherd, Execute Director of the Office of the IACUC, Columbia University).

### Mouse treatments

Treatment with the nonselective cholinergic muscarinic receptor antagonist scopolamine (Santa Cruz) was performed using implantation of osmotic pumps (Alzet pump models 2001 and 2006, DURECT Corporation). Briefly, mice aged 8–10 weeks were anesthetized using isoflurane and pumps were implanted into the flank of experimental mice. The treatment dose was 0.5 mg/KG BW/day^7^, sodium chloride was used for sham controls. Postoperative anesthesia and monitoring was provided according to Columbia University animal protocol number AC-AAAZ7450. To induce reporter recombination in susceptible mouse lines, mice were induced once with 3 mg tamoxifen (Sigma) dissolved into corn oil by oral gavage. Bethanechol (Sigma-Aldrich) was administered to experimental mice at a dose of 400 µg/ml in drinking water for the duration of 7 days^56^. Whole body acute irradiation injury (10.5 Gy) has been performed on a Mark I Cesium-137-based gamma-ray irradiator (J.L. Shepherd & Associates, San Fernando, USA) and postinterventional monitoring was performed according to Columbia University animal protocols (AC-AAAV8500, AC-AAAV1452, AC-AAAR3405).

### RT-PCR

Whole tissue preparations or >100,000 sorted cells were processed with the Macherey Nagel Nucleospin RNA extraction kit following the manufacturer’s protocol. Small sorted epithelial cell populations (<10,000 cells) were collected in lysis buffer and processed using the RNeasy Plus Micro kit (Qiagen) following the manufacturer’s protocol. RNA concentrations were measured using NanoDrop 2000 (Thermo Fisher Scientific). cDNA was synthesized with random hexamers using SuperScript III Reverse Transcriptase (Life Technologies). Gene expression was determined using PowerUp SYBR Green master mix (Applied Biosystems). Primers for measuring cDNA expression are listed in Supplementary Table 1. Quantitative PCR (RT-PCR) was performed on an Applied Biosystems QuantStudio 3 machine. Relative gene expression was normalized to either *Hmbs* or *Actb*.

### In vitro cultures

Small intestinal crypts were isolated from proximal murine jejunum^13^. Harvested pieces were minced, washed in ice-cold DPBS, subjected to EDTA chelation (10 mM solution, exchanged three times), and mild shaking at 4 °C. The suspensions were then filtered (70 µm), pelleted and resuspended in matrigel (Corning). Droplets of 25 µl were plated on 48-well plates (Corning) and overlayed with complete growth media (Advanced DMEM/F12 Invitrogen) containing hepes, glutamax, anti-anti, b-27, n-2 (all Invitrogen), 1 µM n-acetylcysteine (Sigma-Aldrich), 50 ng/mL EGF (Invitrogen), 100 ng/mL noggin (Peprotech), and 100 ng/mL R-spondin1 (gift from Chandan Guha, Einstein College of Medicine, New York). For immunofluorescence imaging, organoids were plated on eight-well chamber slides^57^. Carbachol (Sigma-Aldrich) was added to the media as indicated. Media were replaced every day and imaging was performed at the indicated timepoints.

### Flow cytometry

Small intestinal crypts and villi were processed as described above, with an additional step of mild pipetting using DPBS/5% FBS solution following EDTA chelation to increase crypt cell yield. Single-cell suspensions were then obtained from enriched crypts and villi by incubation in culture media containing ROCK inhibitor for 45 min at 37 °C, followed by mild mechanical dissociation using a syringe with a 21G needle^58^. The suspension was then filtered through a 40 µm mesh and dissociation and cell count determined using a hemocytometer. Stainings were performed with fluorophore-conjugated antibodies in 2% FBS/PBS solution for 25 min on ice in the dark (see Supplementary Table 2 for used antibodies). Live/dead staining has been achieved by addition of DAPI right before data acquisition on a BD Fortessa flow cytometer. Flow cytometry assisted cell sorting (FACS) has been performed using FACS Aria II. FACS Diva Software and FlowJo V10 has been employed to process and analyze data.

### Immunohistochemistry

For immunohistochemistry, slides were deparaffinized in xylene and dehydrated in ethanol. Antigen retrieval was performed by boiling the slides in citrate buffer (10 mM, pH 6.0; Vector laboratories) in a microwave for 15 min. Endogenous peroxidase was blocked by incubation with 3% hydrogen peroxide (Sigma-Aldrich). Slides were rinsed in 1% PBS/TritonX-100 (Fisher Scientific) and blocked for 30 min with 2% BSA (Fisher Scientific) and 10% second antibody serum. Primary antibodies were diluted in 2% BSA and incubated overnight at 4 °C. Biotinylated secondary antibodies (Vector laboratories) were incubated for 30 min at RT. Subsequently, slides were incubated with the ABC kit (Vector laboratories) and visualized using 3,3′-diaminobenzidine (Sigma-Aldrich) as chromogen. Slides were counterstained with hematoxylin, rehydrated in ethanol and mounted for viewing. Bright-field images were acquired using an Eclipse TU2000-U microscope (Nikon) connected to a cooled color CCD camera (Diagnostic Instruments) using SPOT software. Employed antibodies are listed in Supplementary Table 2, alcian blue staining has been achieved using the Abcam mucin stain kit (ab150662). For quantifications, positively stained cells in jejunal tissues were counted in at least 10–20 crypt–villus units per mouse.

### Immunofluorescence

Dissected mouse intestinal tissues were fixed in 4% PFA, embedded in OCT, and snap frozen in liquid nitrogen. Washed slides were permeabilized and blocked simultaneously with 1% TritonX-100/PBS/1% BSA for 1 h at RT. Primary antibodies were applied for overnight staining at 4 °C in 1% BSA/PBS. Alexa Fluor secondary antibodies (Invitrogen) at a concentration of 1:500 were used to reveal staining. Slides were counterstained and mounted with Vectashield anti-fade DAPI-containing mounting medium (Vector Laboratories). Fluorescence images were acquired using an Eclipse TU2000-U microscope (Nikon). Organoid staining has been achieved following fixation in 4% PFA at RT, wash with PBS and subsequent simultaneous permeabilization, and blocking with 0.5% TritonX-100/PBS/5% BSA for 1 h at RT^59^. Primary antibody staining was achieved overnight at 4 °C in 1% BSA/PBS. Alexa Fluor secondary antibodies (Invitrogen) at a concentration of 1:500 were used to reveal staining. Fluorescence images were acquired using a Spinning disk confocal microscope (Zeiss). Employed antibodies are listed in Supplementary Table 2.

### Sample preparation for bulk RNA-sequencing analysis

Dclk1-DTR-ZSgreen mice have been treated with scopolamine or sodium chloride (Sham) for 7 days and sacrificed for tissue collection and subsequent cell isolation. Live/EPC-high ZSgreen-positive cells have been sorted on a FACS Aria II sorter and mRNA was processed employing the RNeasy Plus Micro kit (Qiagen). Sample quality (RIN) has been measured using Agilent Bioanalyzer and all analyzed and sequenced samples had a RIN of 9 or above. The Clontech Ultra Low v4 kit was used for cDNA amplification using 200–1000 pg of total RNA as input and 10–15 cycles amplification. 150 pg of cDNA was then prepared for sequencing using the Nextera XT protocol according to the manufacturer’s instructions. Libraries were sequenced to a depth of 40 M 100 bp paired end reads on the Illumina NovaSeq 6000 at Columbia Genome Center.

### Bulk RNA-sequencing gene expression and GSEA analysis

RTA (Illumina) was used for base calling and bcl2fastq2 (version 2.20) for converting BCL to fastq format, coupled with adaptor trimming. Pseudoalignment was carried out to a kallisto index created from the murine GRCm38 transcriptome using kallisto (0.44.0). Estimated counts and transcripts per kilobase million (TPM) per gene were computed from the kallisto output using the *tximport* R package^60^. To test for DEG between Sham and Scopolamine-treated tuft cells a negative binomial generalized linear model was used as implemented in the *DESeq2* R package^61^ and a false discovery rate < 0.1 was considered significant. The expression in TPM for select genes was illustrated in a heatmap using the *pheatmap* R package (https://CRAN.R-project.org/package=pheatmap). Consensus signature genes for subsets of epithelial cells were retrieved from the supplement of Haber et al.^13^ and Gehart et al.^32^ and their enrichment in the gene expression signature between Scopolamine and Sham treated tuft cells was examined using methodology as described by Subramanian et al.^62^.

### Tuft cell regulatory model and master regulator analysis

A tuft cell regulatory network was reverse engineered by ARACNe-AP^63^ using 102 single-cell RNA-Seq gene expression profiles of the full length dataset from Haber et al.^13^. Genes with less than one transcript per kilobase million in at least 10 of the 102 tuft cells were removed. ARACNe was run with standard settings (using data processing inequality (DPI), with 100 bootstrap iterations using all gene symbols mapping to a set of 1813 transcription factors that includes genes annotated in the Gene Ontology (GO) molecular function database as GO:0003700 (transcription factor activity), GO:0004677 (DNA binding), GO:0030528 (transcription regulator activity), or as GO:0004677/GO: 0045449 (regulation of transcription). Thresholds for the tolerated DPI and mutual information *p* value were set to 0 and 10–8, respectively. Master regulator analysis was performed by interrogating the gene expression signature between scopolamine and sham treated tuft cells using the tuft cell regulatory network and the msviper algorithm as implemented in the *viper* R package^34,64^.

### Analysis of murine gut single-cell gene expression

Single-cell gene expression from gut epithelium as described by Haber et al.^13^ were retrieved from the Broad Institute’s Single-Cell Portal and only the full length RNA-sequencing data were used to assess the expression (in TPM) and detection rate (defined as fraction of cells per cell type with TPM > 0 for a given gene) of muscarinic receptor genes (Chrm1–4, Chrm5 was not annotated/assessed in the dataset). Furthermore, we looked at single-cell gene expression from Prox1- and Bmi1-positive, as well as Lgr5-negative and Lgr5-positive gut cell populations as described by Yan et al.^22^, which were retrieved from the respective NCBI GEO repository. Data were processed using the Seurat R package^65^ keeping only cells with at least 500 and at most 5000 detected genes and at most 25% mitochondrial reads with subsequent log-normalization and a scaling factor of 1e6. Detection rates as described above were compared between the indicated single-cell populations for members of the Egfr family annotated in the data.

### ELISA

Ach ELISA (Cat.-nr. E4453-100, Biovision) was performed according to the manufacturer’s instruction. Briefly, small intestinal tissue was washed and homogenized in PBS. Samples were diluted 1:5 in dilution buffer and conjugated with HRP-conjugate. After 60 min of incubation on ice in the dark, wells were washed and absorbance was measured at 450 nm after applying chromogen solution. Protein concentration was calculated using a supplied standard curve.

### Western blot

Small intestine was harvested and epithelial-enriched isolates obtained using EDTA chelation and filtration as described above. The enriched epithelial tissue was resuspended in RIPA Buffer (Alfa Aesar) containing phosphatase and protease inhibitors (Sigma-Aldrich). Tissue was homogenized using magnetic beads and incubated at 4 °C under constant agitation followed by centrifugation at 12,000 × *g* for 20 min. The supernatant was collected and protein concentration was determined by the Bio-Rad Protein Assay. Protein samples were mixed with SDS sample buffer (Novex Invitrogen) and reducing agent (Novex NuPage) and heated to 95 °C for 5 min. For immunoblotting, 50 µg of protein were loaded on a 8–12% bis-tris gel (Invitrogen) and electrophoresis was carried out for 150 min at 80 V at 4 °C. Protein was transferred on a PVDF membrane (Invitrogen) at 40 V overnight at 4 °C and blocked with 5% skim milk (Difco). Primary antibodies were diluted in skim milk and membranes were incubated overnight at 4 °C (see Supplementary Table 3 for antibodies). Following incubation, membranes were washed with TBS-T and incubated with secondary antibody (ECL donkey anti-rabbit) for 1 h at RT. Blotted membranes were washed with TBS-T and developed by using pierce blotting substrate using a developing machine (FlurChem M, Protein Simple, San Jose, USA). Quantification of imaging was performed using ImageJ (https://imagej.nih.gov). Uncropped immunoblot images including molecular weight size markers can be found in the Source Data file.

### Statistical analysis

Analyses were performed using GraphPad Prism® Software. Statistical measures include mean values, standard error of the mean, unpaired *t* test calculations, multiple *t* test calculations, and one-/two-way ANOVA analyses (adjusted for Tukey’s or Sidak’s multiple comparisons, respectively). Statistical significance is defined for *p* values < 0.05 between groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The RNA-sequencing data reported in this study are available from Gene Expression Omnibus with accession code GSE138365. The source data underlying Figs. 1B–D, 2C–E, 3, 4B–E, 5B–D, 6A–D, Supplementary Figs. 1A, B, D, E, 2A–E, 3E, 4E, F, H, and 5A–C are provided as a Source Data file.

## Source data

Source Data file

# Supplementary material for: Prox1-positive cells monitor and sustain the murine intestinal epithelial cholinergic niche
**Source:** Nat Commun. 2020 Jan 8;11:111. doi: 10.1038/s41467-019-13850-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** Gene set enrichment analysis (GSEA) of consensus signature genes for endocrine epithelial cell types from single-cell datasets (Refs. Haber et al., Nature 2017; Gehart et al., Cell 2019) in the gene expression signature between scopolamine vs. sham-treated ZSgreen-positive tuft cells.

How the deposited data were processed for this re-analysis (not part of the article)

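Bulk RNA sequencing of sorted ZSgreen-positive tuft cells was analysed for 4 mice treated with scopolamine and 4 sham mice, 1 library per mouse. The authors trimmed adaptors, assigned reads to transcripts of GRCm38 with kallisto and summed them with tximport, and deposited the estimated counts per gene without normalization; the values are whole numbers, and they were rounded to whole numbers before testing, which changed none. The annotation release and the use of strand are not stated in the paper's text. The deposited table lists 35199 genes, of which 21805 have a count. Coordinates are from GENCODE release M21 on GRCm38, in which 34956 of the symbols were found and 243 were not. Overlaps with other genes, on either strand, were taken between whole gene spans, introns included, while reads were assigned to transcripts. Overlapping genes could share reads where their transcripts have sequence in common, which was not examined.

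Treatment, cell number and mouse were taken from the sample labels and the paper's Source Data file, which also gives RNA input and amplification cycles. Totals ran from 14343362 to 41428916 per library, and 3 counts, used as the floor, correspond to 0.0724 to 0.209 CPM.

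Groups were compared with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, Benjamini-Hochberg adjusted p under 0.1) in R 4.3.3. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), a robust fit, DESeq2's size factors, library size only, no filter, at least 10 counts in every library, an adjusted p under 0.05, leaving out the 2 sham libraries made from 200 pg, amplification cycles or mouse ID series as a covariate, and leaving out each replicate in turn. These designs, alternatives and the rule for named genes were set before the data were examined. Xist was to be a covariate, but the table does not list it, so that fit was not run. Chosen after the counts were seen were an Eif2s3y covariate, thinning of every library to the smallest total, edgeR's likelihood ratio test, the treatment of DESeq2's calls as a result with alternatives of its own, and the use of the fit without a filter for named genes the filter removes and for leading-edge medians. The threshold for gene sets, an adjusted p under 0.1 over 7 sets, was chosen with the counts in hand and before any set was tested. Some tests of technical explanations were added or reworded after the first comparison of the groups and before their own results were computed, and others only once their results were known. Mouse ID series is the letter in each mouse's ID, which the paper does not explain.

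The named genes are those the text or Fig. 3f names for this experiment and Chat, with the 5 smallest p in each direction among genes with an adjusted p under 0.1, of which there were none. Gene sets were tested with limma's camera on log2 CPM (prior count 2), with fry and fgsea 1.28.0 as alternatives. Single genes and scores were compared by exact permutation tests over 70 assignments. Random gene lists (10000) were matched on mean expression in 50 bins. No pair of libraries differed by as little as sampling noise, the smallest chi-square per degree of freedom being 73.1 within groups.

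The tests were tested on simulated data drawn from the means, dispersions and library sizes of the 12849 genes past the filter, with 200 genes changed. At a log2 change of 4, edgeR recovered 79% with 8 false calls, DESeq2 90% with 95 and limma-voom 69.5% with 11. At a log2 change of 2, edgeR recovered 51%. Genes the filter removes were not simulated. The enrichment tests on the published signatures and the master regulator analysis were not repeated, because the signatures in full and the network were not used here.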

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

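Of 74 groups of 4 mice examined, 13 held a mouse far from the other 3, where chance gives about 3.7. In 4 of the 13 the other 3 mice had no count, so any count at all set the mouse apart, and the 13 are no measure of an excess over chance. Sham replicate 7 accounted for 3 of them, and scopolamine replicate 3 for those of total count, Srebf2, Pyy and Chat. Of the tests in this part, only those of Y-linked genes and of overlap among the DESeq2 calls were chosen after the results were seen.

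Sham replicate 7 had 6.12 CPM of Chrm1 (others 0 to 0.227), 85.5 of Pyy (others 0.0597 to 0.114) and 177 of Chga (others 0.341 to 1.92). Its library was made from 200 pg of RNA, as was that of sham replicate 5, where these genes were low. The enteroendocrine marker score of this mouse was 2.79 against -0.38 to 0.23 in the other sham mice; without this mouse the log2 fold change of Pyy was 6.36. Neither a technical nor a biological explanation was tested.

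Scopolamine replicate 3 had the lowest total count of its group, 14343362. It also had 365 CPM of Srebf2 (others 210.4 to 229), 25.3 of Pyy (others 0.0473 to 1.97) and 229.8 of Chat (others 105 to 126). Scopolamine replicate 2 had 2.34 CPM of Chrm1 (others 0.0945 to 0.423), and scopolamine replicate 1 had a cholesterol synthesis score of 5.74 (others 6.09 to 6.15). No cause was tested for these.

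In sham, single mice stood apart at levels near the floor, with 0.0597 CPM of Abca2 and 0.0243 of Prss12, 0.0379 of Neurog3 and 0.0973 of Tns2, while the other 3 mice had none. The counts of Abca2, Prss12 and Neurog3 there were at or under the floor of 3, which the depth cannot tell from 0, and Tns2 had 4. No cause was tested.

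The Y-linked gene Eif2s3y, which the paper does not discuss, reached 27 CPM. It had at least 477 counts in 2 of 4 scopolamine libraries and at least 711 in 3 of 4 sham libraries, and at most 4 in the rest. By the test set before the data were examined, an unequal division of the sexes, the sex of the mice remains a candidate explanation for differences between the groups (Y-linked counts in 2 scopolamine libraries against 3). Both groups held mice with and without these counts, so sex alone would not set every scopolamine-treated mouse apart from every sham mouse. Among the DESeq2 calls the groups did not overlap for 87 of the 144 higher genes and 40 of the 49 lower ones. For those genes this argues against sex as the only cause, although calls were chosen for their difference and some lie near the floor. A part for sex is not excluded, and the other calls stay open. Of the DESeq2 calls, 0 lie on the Y chromosome, which speaks only to Y-linked genes.

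Lars2, which the paper does not discuss, took up to 9.48% of all counts and had the most counts of any gene in each of the 8 libraries. The share was 7.08 to 9.48% with scopolamine, 6.51 and 8.38% in the sham libraries made from 1000 pg, and 2.85 and 3.44% in those made from 200 pg. Both sham libraries made from 200 pg were thus lowest, and between all 8 libraries other assignments of the mice gave differences as large (exact permutation test, two-sided, p = 0.0857). Over all mice the log2 fold change of Lars2 was 0.63 (Benjamini-Hochberg adjusted p = 0.812 in edgeR), and without the libraries made from 200 pg it was 0.10, so most of the difference between the groups came from those libraries. Why their share was lower was not tested, and no biological explanation was tested.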

How the results depend on the processing

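No paired analysis was possible because the groups share no replicate numbers. DESeq2 was an alternative set in advance, while changes to DESeq2's own settings, the likelihood ratio test, the Eif2s3y covariate and thinning were chosen after seeing the data. The count of 0 differentially expressed genes (unadjusted p under 0.05: 770) was also 0 with limma-voom, a robust fit, DESeq2's size factors in edgeR, library size only, no filter, at least 10 counts in every library, an adjusted p under 0.05 and mouse ID series as a covariate. It was 193 with DESeq2 (144 higher, 49 lower), 9 without the 2 sham libraries made from 200 pg and 5 with amplification cycles as a covariate, all of these 9 and 5 higher with scopolamine. It ran from 0 to 2 across the 8 fits that each left out one replicate, with 0 to 2 genes higher. The likelihood ratio test gave 19 genes (15 higher, 4 lower), and an Eif2s3y covariate and thinning gave 0. Of the Fig. 3b genes, DESeq2 called 45 and the likelihood ratio test 9. The cause was not tested. The covariate for Xist was not run because the table does not list that gene.

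DESeq2's count of 193 changed to 28 over the genes past edgeR's filter, 103 at an adjusted p under 0.05, 120 with every library thinned to the smallest, 614 without the 2 low-input libraries (118 of them shared with the 193) and 368 with amplification cycles as a covariate (86 shared). It ran from 68 to 713 across the 8 fits that each left out one replicate.

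For PC1 the exact permutation p ran from 0.0571 to 0.143 over the 11 alternatives; its sign is set by the groups and shows no stability, and without the 2 low-input libraries no p under 0.0667 is possible. The mean log2 fold change of 6 gene sets kept its sign under the alternatives run for the sets that can move it: DESeq2's size factors, library size only, no filter, leaving out the 2 low-input libraries, and leaving out each replicate. The sets were not run with covariates, limma-voom, a robust fit, at least 10 counts or thinning. The mean of the ribosomal protein set ran from -0.17 to 0.074 across the fits that each left out one replicate, above 0 without scopolamine replicate 3, while camera, which compares the set with the other genes, still ranked it lower. The cause was not tested. For 6 of the 7 sets the adjusted p, under 0.1 with camera at a fixed correlation, was above it with the correlation estimated and with fry, settings that do not alter the mean log2 fold change: 0.281 and 0.139 for enteroendocrine (2.09), 0.465 and 0.347 for tuft (-0.19), 0.281 and 0.139 for enterocyte (1.92), 0.319 and 0.287 for goblet and Paneth (1.44), 0.281 and 0.139 for immediate early (1.00) and 0.465 and 0.325 for ribosomal protein genes (-0.076). With fgsea the adjusted p of these 6 sets stayed under 0.1, from 1.03e-11 for enterocyte and ribosomal protein genes to 4.10e-04 for enteroendocrine. Over the alternatives run for the sets the adjusted p ran from 6.60e-13 to 0.281 for the enteroendocrine set, and from 1.94e-08 to 0.465 for tuft, 1.55e-23 to 0.281 for enterocyte, 9.03e-08 to 0.319 for goblet and Paneth, 4.57e-07 to 0.281 for immediate early and 1.03e-11 to 0.465 for ribosomal protein genes. The contrast of sham libraries by RNA input called 0 genes (unadjusted p under 0.05: 721) and 23 without a filter; the 2 other splits of the sham libraries gave 555 and 441 genes at that unadjusted p.

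Signs reversed for 7 named genes, none with an adjusted p under 0.1. Trpm5 was at -0.016 with limma-voom, -0.016 without a filter, -0.21 with mouse ID series and -0.050 with Eif2s3y as a covariate. Srebf2 was at -0.00159 with limma-voom. Pyy was at 1.00 with limma-voom. Without the 2 low-input libraries, Chrm1 was at 3.75, Srebf2 at -0.038, Pyy at 6.62 and Chat at 0.20. With amplification cycles as a covariate, the values were 3.75 (Chrm1), -0.016 (Srebf2), 6.63 (Pyy) and 0.22 (Chat). Across the fits that left out one replicate, the log2 fold changes ran from -0.13 to 0.14 for Trpm5, from -2.99 to 2.72 for Chrm1, from -0.17 to 0.13 for Srebf2, from -0.16 to 0.010 for Hnf4a, from -0.037 to 0.15 for Nme2, from -4.37 to 6.36 for Pyy, from -0.37 to 0.11 for Chat. The cause was not tested. For 9 named genes the adjusted p fell under 0.1 with DESeq2 or the likelihood ratio test, 16 results in all.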

Differences from the paper's values

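The paper reports 165 differentially expressed genes, and edgeR gave 0 (unadjusted p under 0.05: 770). Of the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 193, within 1.5 times the paper's value, and none of the others did, their counts running from 0 to 9. Among settings chosen after seeing the values, DESeq2 on thinned libraries gave 120, and DESeq2 without scopolamine replicate 3, sham replicate 7 or sham replicate 8 gave 140, 198 and 178, also within 1.5 times.

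The paper states a depth of 40 M reads. The mean total of the deposited counts was 18.9 M with scopolamine and 35.8 M in sham, and only the first lies more than 1.5 times from the paper's value. Estimated counts on transcripts are not sequenced reads, and no alternative changes the totals. The paper's reads are paired, and it does not state whether the 40 M counts pairs or single reads. Which group differs from the paper's value depends on that unit.

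The paper describes the samples as separated by treatment along PC1. Here the groups overlapped on PC1 (exact permutation test, two-sided, p = 0.0857), and they did not overlap without the 2 low-input sham libraries or without sham replicate 5. The paper lists Nkx6-3, Qpct, Abca2, Lmx1a, Nr4a1, Arc, Prss12, Pik3cd and Tns2 among its top differentially expressed genes. DESeq2 called all 9 at an adjusted p under 0.1, the likelihood ratio test, chosen after seeing the values, called 7 of them (all but Arc and Prss12) when run without the expression filter for the 8 that it removes, so these are not among its 19 calls past the filter except for Tns2, and edgeR's quasi-likelihood test, with the filter or without it, called 0 of all genes (unadjusted p under 0.05: 770 with it and 1831 without). Of the genes legible in Fig. 3b, DESeq2 called 45, and its own alternatives, chosen after seeing the values, called from 10 to 45.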

Other observations

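The tests of depth, of enterocyte RNA, of the scores adjusted over 7 sets, of PC1 against the marker scores, of calls kept without the low-input libraries and of splits for edgeR's calls were chosen only after the results were seen.

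The 8 libraries can be split 4 against 4 in 35 ways. For genes called by DESeq2, 6 of the 35 splits, the real one included, gave at least 193; the median of the others was 73.5 and the highest 933. For genes with an unadjusted p under 0.05 in edgeR, 2 of 35 gave at least 770. For genes whose groups do not overlap, 5 of 35 splits gave at least 499, which is 3.88% of genes where chance gives 2.86%. With edgeR's count at 0, all 35 splits reach it, so that count cannot be tested this way. For camera p as small as the real one, the counts were 4 of 35 splits for the enteroendocrine marker set, 13 for tuft, 3 for enterocyte, 8 for goblet and Paneth, 4 for immediate early, 16 for cholesterol synthesis and 8 for ribosomal protein genes. None of these shares is under 0.05, so none of these counts and camera results can be told apart from a chance division of the mice. By its score alone, the immediate early set was the only one of the 7 whose groups did not overlap, at 4.73 to 5.46 with scopolamine and 3.36 to 4.59 in sham (exact permutation test, two-sided, p = 0.0286, the smallest possible, and 0.200 after Benjamini-Hochberg adjustment over the 7 scores).

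The split that follows the letter of the mouse ID set replicates 1, 2, 3 and 5 against 4, 6, 7 and 8. It gave 212 DESeq2 calls and 539 genes without overlap, more than the real split. By genes with an unadjusted p under 0.05 in edgeR it gave fewer, 668 against 770. Mouse series and treatment therefore cannot be told apart by these counts. The split with the most DESeq2 calls, 933, set replicates 2, 3, 4 and 5 against 1, 6, 7 and 8, which exchanges scopolamine replicate 1 and sham replicate 5, and edgeR gave it 101 genes. It was singled out after its values were seen. Replicates 1 and 5 are also the 2 with 3000 sorted cells. In both splits the 3 mice with at most 4 counts of the Y-linked gene Eif2s3y (replicates 2, 3 and 5) lie on the same side, so sex is not balanced in either; the other splits that set these 3 together gave 54, 84 and 122 DESeq2 calls, fewer than the real split. The alignment was noticed after these values were seen. The sample labels and the paper's Source Data file give replicates 1 and 5 the treatment used here, and no explanation for these counts was tested further.

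Lower RNA input in 2 sham libraries was weighed as an explanation. Across genes, which are not independent replicates, the change from 200 pg to 1000 pg in sham correlated with the change with scopolamine at Pearson's r = 0.123, and the 2 other splits of the sham libraries gave 0.309 and 0.19, both higher than for input. By the number of genes with an unadjusted p under 0.05 in edgeR, the split by input was the highest of the 3, with 721 against 555 and 441, which is a difference between the sham libraries and not one between the groups. The leading-edge genes the paper reports as raised come in part from lists not printed in full, early.gehart and late.gehart among them. As printed, these genes had a median change of -0.27 from 200 pg to 1000 pg, at percentile 0 of random lists matched on expression. That direction is opposite to what low input in sham would give, but it cannot decide the question, because the contrast sets 2 mice against 2. Single mice made from 200 pg stood apart, with an enteroendocrine score of 2.79 in sham replicate 7 and an enterocyte score of 4.92 in sham replicate 5. The other sham mice had at most 0.23 and 3.01. Random lists also do not share the correlation between marker genes. The low percentile did not hold for each list: for enteroendocrine.haber the median was -0.089, at percentile 23.6 and inside the central 95% of random lists (-0.43 to 0.83). For early.gehart it was 0.089 and for late.gehart 0, neither set against random lists. It was in the direction low input would give for intermediate.gehart (0.61), early_intermediate.gehart (0.31) and sik_p.haber (0.31), which the paper's test did not find enriched. Most raised lists lay below 0, the first L and N cell entries (-1.07 and -0.73) included. Of the 193 DESeq2 calls, 191 kept an unadjusted p under 0.05 without the low-input libraries, but these genes were chosen on data that include the remaining libraries, so this cannot decide it.

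With every library thinned to the total of the smallest, DESeq2 called 120 genes, and 114 of them were among the 193 called at full depth, so the lower depth of the scopolamine libraries does not account for these. For the calls lost, depth cannot be told apart from the power that thinning removes. Lower depth takes counts from the scopolamine libraries, while 144 of the 193 genes were higher there. Spearman's rho between log2 fold change and GC content was 0.00881 and with transcript length 0.117, both under the 0.2 set in advance. On simulated counts with the dispersions of these data and 200 genes changed by a log2 change of 2, DESeq2 made 97 false calls and edgeR 10. The counts were drawn once, for the genes past edgeR's filter only. Of the real DESeq2 calls, 88 of the 144 higher and 43 of the 49 lower genes pass that filter. Over the filtered genes DESeq2 called 229 in the simulation and 28 in the real data. The simulated false calls therefore give no rate for the 193.

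RNA from enterocytes was tested by a marker score, 5.09 ± 0.74 (SD, n = 4) with scopolamine and 3.17 ± 1.21 (SD, n = 4) in sham (exact permutation test, two-sided, p = 0.0857). The groups overlapped, so the score did not follow treatment in full, although 34 of 35 markers were higher on average both on log2 CPM and on edgeR's fold changes, and a part in the difference is not excluded. The goblet and Paneth, enteroendocrine and immediate early sets were also higher with scopolamine.

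Over the 8 libraries, PC1 computed without the marker genes was set against the scores of the 7 sets. For the enterocyte score Pearson's r was 0.898 (exact permutation p = 0.00471, Benjamini-Hochberg adjusted 0.0165) and Spearman's rho 0.881 (exact permutation p = 0.00724, adjusted 0.0253), and r was 0.855 without the 2 libraries farthest from the median score. For the goblet and Paneth score r was 0.89 (exact permutation p = 0.00236, adjusted 0.0165) and rho 0.929 (exact permutation p = 0.00223, adjusted 0.0156), and r was 0.800 without the 2 farthest. For the immediate early score r was 0.75 (exact permutation p = 0.0299, adjusted 0.0698), rho 0.738 (exact permutation p = 0.0458, adjusted 0.107), and r without the 2 farthest 0.559. For the enteroendocrine score r was 0.607 (exact permutation p = 0.118, adjusted 0.165), rho 0.69 (exact permutation p = 0.0694, adjusted 0.121), and r without the 2 farthest 0.291. For the tuft score r was -0.634 (exact permutation p = 0.101, adjusted 0.165), rho -0.429 (exact permutation p = 0.299, adjusted 0.349), and r without the 2 farthest 0.552. For the cholesterol synthesis score r was 0.500 (exact permutation p = 0.207, adjusted 0.242), rho 0.476 (exact permutation p = 0.243, adjusted 0.34), and r without the 2 farthest 0.78. For the ribosomal protein score r was -0.0109 and rho 0.119 (exact permutation p = 0.981 and 0.793). Within the 4 scopolamine and the 4 sham libraries, too few to test, r was 0.888 and -0.208 for enteroendocrine, 0.659 and 0.955 for enterocyte, 0.802 and 0.855 for goblet and Paneth, 0.314 and 0.635 for immediate early, -0.832 and 0.269 for tuft, 0.888 and -0.655 for cholesterol synthesis and -0.00293 and 0.518 for ribosomal protein genes. Whether such RNA comes from other cells or from a program within the sorted cells is not something these data separate.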
